# Control of spinal motor neuron terminal differentiation through sustained *Hoxc8* gene activity

**DOI:** 10.7554/eLife.70766

**Published:** 2022-03-22

**Authors:** Catarina Catela, Yihan Chen, Yifei Weng, Kailong Wen, Paschalis Kratsios

**Keywords:** neuronal differentiation, motor neurons, transcription factors, Hoxc8, Mouse

## Abstract

Spinal motor neurons (MNs) constitute cellular substrates for several movement disorders. Although their early development has received much attention, how spinal MNs become and remain terminally differentiated is poorly understood. Here, we determined the transcriptome of mouse MNs located at the brachial domain of the spinal cord at embryonic and postnatal stages. We identified novel transcription factors (TFs) and terminal differentiation genes (e.g. ion channels, neurotransmitter receptors, adhesion molecules) with continuous expression in MNs. Interestingly, genes encoding homeodomain TFs (e.g. HOX, LIM), previously implicated in early MN development, continue to be expressed postnatally, suggesting later functions. To test this idea, we inactivated *Hoxc8* at successive stages of mouse MN development and observed motor deficits. Our in vivo findings suggest that *Hoxc8* is not only required to establish, but also maintain expression of several MN terminal differentiation markers. Data from in vitro generated MNs indicate *Hoxc8* acts directly and is sufficient to induce expression of terminal differentiation genes. Our findings dovetail recent observations in *Caenorhabditis elegans* MNs, pointing toward an evolutionarily conserved role for Hox in neuronal terminal differentiation.

## Introduction

Motor neurons (MNs) represent the main output of our central nervous system. They control both voluntary and involuntary movement and are cellular substrates for several degenerative disorders (Arora and Khan, 2021). Due to their stereotypic cell body position, easily identifiable axons and highly precise synaptic connections with well-defined muscles, MNs are exceptionally well characterized in all major model systems. Extensive research over the past decades in worms, flies, and mice has focused on the early steps of MN development, thereby advancing our understanding of the molecular mechanisms controlling specification of progenitor cells and young postmitotic MNs, as well as motor circuit assembly (Osseward and Pfaff, 2019, Philippidou and Dasen, 2013; Sagner and Briscoe, 2019; Thor and Thomas, 2002). In the vertebrate spinal cord, progenitor cell specification critically depends on morphogenetic signals, whereas initial fate determination of postmitotic MNs relies on combinatorial activity of different classes of transcription factors (TFs) (di Sanguinetto et al., 2008, Jessell, 2000; Lee and Pfaff, 2001; Stifani, 2014). The focus in early development, however, has left poorly explored the molecular mechanisms that control the final steps of MN differentiation. Once MNs are born and specified, how do they acquire their terminal differentiation features, such as neurotransmitter (NT) phenotype, electrical, and signaling properties? And perhaps most important, what are the mechanisms that ensure maintenance of such features throughout life?

The terminal differentiation features of every neuron type are determined by the expression of specific sets of proteins, such as NT biosynthesis components, NT receptors, ion channels, neuropeptides, signaling molecules, transmembrane receptors, and adhesion molecules (Hobert, 2008). The genes coding for these proteins (‘terminal differentiation genes’) are continuously expressed from development through adulthood, thereby determining the functional and phenotypic properties of individual neuron types (Hobert, 2008; Hobert, 2011). Therefore, the challenge of understanding how MNs acquire and maintain their functional features lies in understanding how the expression of MN terminal differentiation genes is regulated over time. Importantly, defects in expression of such genes constitute one of the earliest molecular signs of MN disease (Nutini et al., 2011; Shibuya et al., 2011). However, the regulatory mechanisms that induce and maintain expression of terminal differentiation genes in spinal MNs are poorly defined. In part, this is due to: (a) a scarcity of temporally controlled gene inactivation studies that remove the activity of MN-expressed regulatory factors (e.g. TF, chromatin factor) at different life stages, and (b) a paucity of terminal differentiation markers for spinal MNs. Although recent RNA-Sequencing (RNA-Seq) studies have begun to address the latter (Blum et al., 2021; Delile et al., 2019; Alkaslasi et al., 2021), most genetic and molecular profiling studies on spinal MNs are not conducted in a longitudinal fashion, i.e., at embryonic and postnatal stages. Hence, how these cells become and remain terminally differentiated remains unclear.

To elucidate the molecular mechanisms that enable spinal MNs to acquire and maintain their terminal differentiation features, we took advantage of the orderly anatomical relationship between MN cell body location and muscle innervation, referred to as ‘topography’ (Dasen and Jessell, 2009). In the spinal cord, this topographic relationship is mostly evident along the rostrocaudal axis, where MN populations located in different spinal cord domains (e.g. brachial, thoracic, lumbar, sacral) innervate different muscles. In this study, we focused on the brachial domain, where postmitotic MNs are organized into two columns: (a) the lateral motor column (LMC) contains limb-innervating MNs necessary for reaching, grasping, and locomotion, and (b) the medial motor column (MMC) contains axial muscle-innervating MNs required for postural control (Philippidou and Dasen, 2013). Through a longitudinal RNA-Seq approach, we identified multiple terminal differentiation markers and novel TFs with continuous expression in embryonic and postnatal brachial MNs. Interestingly, we also found that several homeodomain TFs (HOX, LIM) that were previously implicated in the early steps of brachial MN development (e.g. initial specification, circuit assembly) (Philippidou and Dasen, 2013; Stifani, 2014) continue to be expressed in postnatal MNs. We therefore hypothesized that some of these TFs play additional roles in later steps of brachial MN development.

To test this hypothesis, we focused on Hox proteins because recent findings in the ventral nerve cord (equivalent to mouse spinal cord) of the nematode *Caenorhabditis elegans* identified Hox proteins as critical regulators of cholinergic MN terminal differentiation (Feng et al., 2020; Kratsios et al., 2017). Among the seven Hox genes retrieved from our RNA-Seq, *Hoxc8* is highly expressed both in embryonic and postnatal brachial MNs. A previous study showed that *Hoxc8* acts early to establish brachial MN connectivity (Catela et al., 2016). Here, we report a new role for *Hoxc8* in later stages of mouse MN development. By inactivating *Hoxc8* at successive developmental stages, we found that it is necessary for the establishment and maintenance of select terminal differentiation features of brachial MNs. Mechanistically, Hoxc8 acts directly to induce expression of terminal differentiation genes. Similar to our observations in brachial MNs, we identified additional Hox genes with continuous expression in thoracic and lumbar MNs, suggesting maintained Hox expression in MNs is a broadly applicable theme to other rostrocaudal domains of the spinal cord. Because Hox genes are also expressed in the mouse and human brain during embryonic and postnatal stages (Lizen et al., 2017; Takahashi et al., 2004; Hutlet et al., 2016; Krumlauf, 2016), similar Hox-based mechanisms to the one described here may be widely used in the nervous system for the control of neuronal terminal differentiation.

## Results

### Molecular profiling of mouse brachial MNs at embryonic and postnatal stages

We first sought to define the molecular profile of brachial MNs at embryonic and postnatal stages with the goal of identifying putative terminal differentiation markers for these cells. This longitudinal approach focused on postmitotic MNs at embryonic day 12 (e12) and postnatal day 8 (p8). We chose e12 because: (i) spinal e12 MNs begin to acquire their terminal differentiation features, such as NT phenotype (Martinez et al., 2012), and (ii) MN axons at e12 have exited the spinal cord (Catela et al., 2016). We chose p8 because: (i) these are several days after neuromuscular synapse formation (Gautam et al., 1996), and (ii) pups at p8 become more active, indicating spinal MN functionality. To genetically label e12 MNs, we used the *Mnx1-GFP (green fluorescent protein)* reporter mouse (Wichterle et al., 2002) as it primarily labels embryonic MNs at e12 (Amin et al., 2015; Hanley et al., 2016; Sawai et al., 2022; Wichterle et al., 2002; Figure 1A). Due to low expression of *Mnx1-GFP* at postnatal stages, we turned to an alternative labeling strategy and crossed *Chat^IRESCre^* mice (Rossi et al., 2011) with the *Ai9* Cre-responder line (Rosa26-CAG^promoter^-loxP-STOP-loxP-tdTomato) (Madisen et al., 2010). At p8, we observed fluorescent labeling of spinal MNs with tdTomato (Figure 1A, Figure 1—figure supplement 1). Taking advantage of the topographic MN organization along the rostrocaudal axis, we followed a region-specific approach focused on the brachial region (segments C4-T1) that contains MNs of the MMC and LMC. Upon precise microdissection of this region (see Materials and methods), we used fluorescence-activated cell sorting (FACS) to isolate GFP-labeled brachial MNs from e12 *Mnx1-GFP* mice and tdTomato-labeled brachial MNs from p8 *Chat^IRESCre^::Ai9* mice (Figure 1A). Through RNA-Seq, we obtained and compared the molecular profile of these cells (see Materials and methods). 

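MNs of the brachial cord send axons to the muscles of the forelimb. At e12.5 these cells extend axons and sort into columns and pools, and at p8 they drive postnatal movement. The embryonic cells were sorted by Mnx1-GFP, a reporter of an MN homeodomain gene, and the postnatal cells by tdTomato from the Ai9 reporter, switched on wherever Cre is made from the Chat locus. Cord segments C4 to T1 were dissociated for the comparison of stages and C7 to T2 for that of mutants, dead cells were excluded with DAPI, and GFP-negative cord served to set the sorting gates.

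RNA of the sorted cells was sequenced as single-end reads. The authors aligned unique reads to GRCm38, counted them per gene with featureCounts and compared the 2 stages with DESeq2. The methods give 3 replicates per stage, and the sample labels list 6 control samples at e12.5 and 3 brachial samples at p8. The labels do not say which of the 6 were taken from C7 to T2, so the e12 levels of Hox genes can come from other segments than those at p8. In the authors' deposited table, the base means of genes with a single read take the values of 6 samples at e12.5 and of 2 at p8.

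That table lists 27179 genes, each with the mean normalized count over all samples, the log2 fold change of e12 over p8, its standard error, a Wald statistic and a p-value, and it holds no value per sample. A normalized count is a read count divided by the size factor of its sample. From these values, the level in each stage was computed with weights of 6 and 3 samples, and no SD can be given for it. Each log2 fold change was given a 95% interval from its standard error (normal), and p-values were adjusted by Benjamini-Hochberg over the 18787 genes that have one.

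Lists of genes of cell types, pathways, transcription factor families and the study itself were written before the data were examined, when values in Supplementary files 1 and 3, which come from the same samples, had been seen. Each was compared with all other genes on the Wald statistic by cameraPR of limma with an inter-gene correlation of 0.01, over genes with a base mean of at least 10. Single genes were counted as called among all members of a list with reads. The correlation cannot be estimated from tables without values per sample, so 0.05 was tried as well. Of the 15364 genes with that base mean, 2076 (13.5%) have no p-value and enter the list tests alone.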

We identified differentially expressed transcripts (>fourfold, p<0.05) in the e12 (3715 transcripts) and p8 (3209 transcripts) dataset (Figure 1B, Supplementary file 1), suggesting gene expression profiles of embryonic and postnatal brachial MNs differ. 

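Among the genes with the smallest p between the 2 stages are genes of young neurons, higher at e12, and genes of myelin, higher at p8. Gpc2 encodes a cell surface glypican of growing axons, and Cdk5r1 encodes the activator of the neuronal kinase Cdk5. Mbp and Mag encode proteins of the myelin sheath, which oligodendrocytes make.

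At an adjusted p under 0.05 and a fold change over 4, 3247 genes were higher at e12 and 2780 were higher at p8. Without the fold threshold the counts were 4663 and 4315. Gpc2, on chromosome 5 from 138273657 to 138280026 of GRCm38, had the smallest p of all genes, with 19213 at e12 and 24.9 at p8 in normalized counts, a 95% interval of 9.03 to 10.16 for the log2 fold change and an adjusted p = 3.31e-239. It was followed by Cbarp, Lmtk3, Meg3, Chrnb2, Prrc2a, Tubb5 and Cdk5r1. Levels of Meg3, a noncoding RNA, were 33937 at e12 and 153 at p8, and those of the nicotinic receptor gene Chrnb2 were 4601 at e12 and 15.6 at p8. For Cdk5r1 (chromosome 11 from 80477023 to 80481184) the levels were 8959 at e12 and 103 at p8 (adjusted p = 1.79e-136).

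Rhog, which encodes a small GTPase, led the genes higher at p8 with levels of 27.9 at e12 and 7538 at p8 (interval -8.70 to -7.46, adjusted p = 5.87e-139). Other leading genes were Mbp, Arpc1b, Acsl1, Trf, Mag and Sema4d. Mbp, on chromosome 18 from 82475091 to 82585637, reached 848 at e12 and 13236869 at p8 (adjusted p = 9.92e-124). In the authors' deposited table its log2 fold change is -13.93 with a standard error of 0.581. Trf and Mag, also expressed in oligodendrocytes, went from 45.2 to 127243 and from 14.3 to 45583 normalized counts. From the differentially expressed transcripts in Figure 1B, the paper proposes that gene expression profiles of embryonic and postnatal brachial MNs differ.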

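The grey and white matter around MNs holds oligodendrocytes, which wrap axons in myelin, astrocytes, microglia, which are the resident immune cells, and blood vessels. Few of these cells are mature at e12.5, and myelin is laid down around p8. Lists of their marker genes were compared between the sorted embryonic and postnatal samples.

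All 20 oligodendrocyte genes were higher at p8 (median log2 fold change -11.00, adjusted p = 1.91e-36), and 20 of them were when adjusted over the list alone. Mobp, on chromosome 9 from 120149742 to 120181488, had 11.8 at e12 and 595297 at p8 in normalized counts with an interval of -17.28 to -13.97, and Cnp had 303 at e12 and 264289 at p8. Together these 20 genes made up 44.2% of the summed levels of all genes at p8 and 0.0129% at e12, and Mbp alone made up 36.6% at p8. Genes of oligodendrocyte precursors followed, with 8 of 8 higher at p8 (8 adjusted over the list alone, median -6.71, adjusted p = 1.19e-08). Bcas1 rose from 44.0 to 74301 and Gpr17 from 42.9 to 13422.

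Of 15 microglia genes, 12 were higher at p8 (12 adjusted over the list alone) and 3 had no p-value (median -7.94, adjusted p = 1.79e-09). Csf1r, a receptor that microglia need to survive, had levels of 33.5 at e12 and 13297 at p8 (adjusted p = 6.58e-14). The astrocyte list was higher at p8 for 10 of 15 genes (10 adjusted over the list alone, median -3.82, adjusted p = 8.59e-04). S100b, which oligodendrocytes express as well, went from 6.24 to 146257, and Slc1a2 was lower at p8 with 5604 at e12 and 514 at p8 and no p-value. Gfap, which the paper used as an astrocyte marker, had 0.385 at e12 and 3146 at p8 (interval -15.18 to -10.82, adjusted p = 6.17e-30). Endothelial genes were higher at p8 for 13 of 14 (13 adjusted over the list alone, median -3.96, adjusted p = 0.00152), among them Pecam1 with 32.0 at e12 and 669 at p8.

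Genes of other neurons were higher at e12. In the list of inhibitory interneurons this held for 6 of 7 genes (6 adjusted over the list alone, median 9.98, adjusted p = 4.58e-06), and Pax2 had levels of 7046 at e12 and 0.611 at p8. Sensory neuron genes (median 6.35, adjusted p = 0.00897) and excitatory interneuron genes (median 7.33, adjusted p = 0.00152) behaved likewise, with 525 and 1.53 normalized counts of Evx1 at e12 and p8. Synaptic and structural genes of mature neurons were also higher at e12 for 10 of 15 genes, lower for 1 (the same counts adjusted over the list alone), with an adjusted p = 1.82e-04, and they made up 0.631% of summed levels at e12 and 0.0673% at p8. Map2 fell from 23844 to 1491 (interval 2.97 to 5.03) and Mapt from 26164 to 1553. Of the 5 cholinergic genes, 3 were higher at e12 (3 adjusted over the list alone) and the list was not called by cameraPR (adjusted p = 0.136), while its median lay at percentile 98.2 of random lists. Chat, the gene whose locus drove Cre in the p8 sort, had 202 at e12 and 37.8 at p8 (interval 0.08 to 4.76, adjusted p = 0.0836). Neurofilaments of mature MNs went both ways, with Nefh at 213 at e12 and 42534 at p8 (adjusted p = 3.24e-17) and Nefm at 9724 at e12 and 1737 at p8 (adjusted p = 0.00674).

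**Figure D1:**
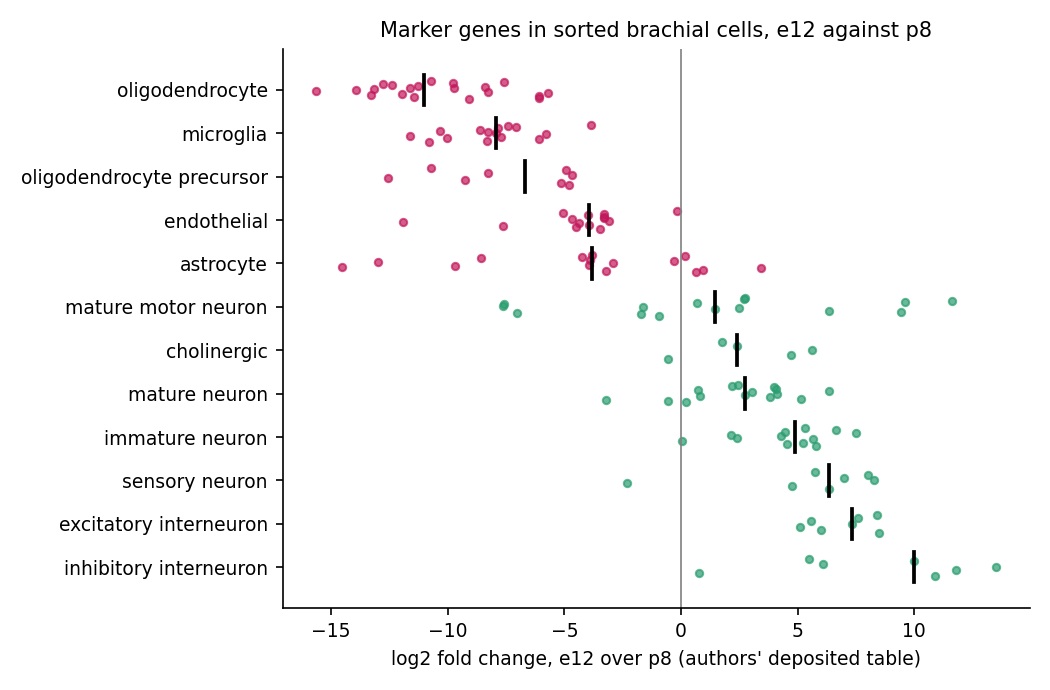
Log2 fold change of e12 over p8 (horizontal axis) for each tested gene of 12 lists; each point is a gene and each black line the median of its list. The 20 oligodendrocyte genes all lie below 0, that is, higher at p8, and the median of the inhibitory interneuron genes is 9.98.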

Two factors that could contribute to these transcriptional differences between the e12 and p8 datasets are: (1) different levels of gene expression (see next section), and (2) a small fraction of the FACS-sorted cells are not MNs. Indeed, *Mnx1* and *Chat*, in addition to MNs, are also expressed in small, nonoverlapping neuronal populations in the spinal cord (Wilson et al., 2005; Zagoraiou et al., 2009; Wichterle et al., 2002; Figure 1—figure supplement 1).

**Figure 1.**
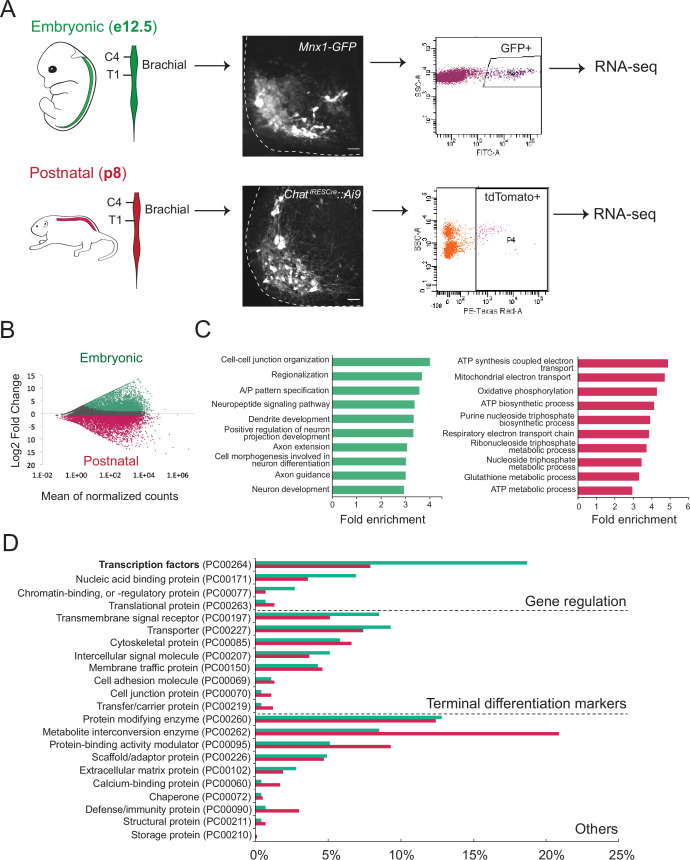
Molecular profiling of mouse brachial motor neurons (MNs) at embryonic and postnatal stages. (**A**) Schematic representation of the workflow used in the comparison of embryonic and postnatal transcriptomes. The brachial domain (C4–T1) of *Mnx1-GFP* (in green) and *Chat^IRESCre^::Ai9* (in red) mice was microdissected. Brachial GFP^+^ (at e12.5, scale bar: 20 μm) and tdTomato^+^ (at p8, scale bar: 100 μm) MNs were fluorescence-activated cell sorted and processed for RNA-sequencing. Spinal cord is outlined with white dashed line. (**B**) MA plot of differentially expressed genes. Green and red dots represent individual genes that are significantly (p<0.05) expressed (fourfold and/or higher) in embryonic and postnatal MNs, respectively. (**C**) Graphs showing fold enrichment for genes involved in specific biological processes. (**D**) Gene onthology analysis comparing protein class categories of highly expressed genes in embryonic (e12.5) and postnatal (p8) MNs. Green and red bars represent embryonic and postnatal genes, respectively.

**Figure 1—figure supplement 1.**
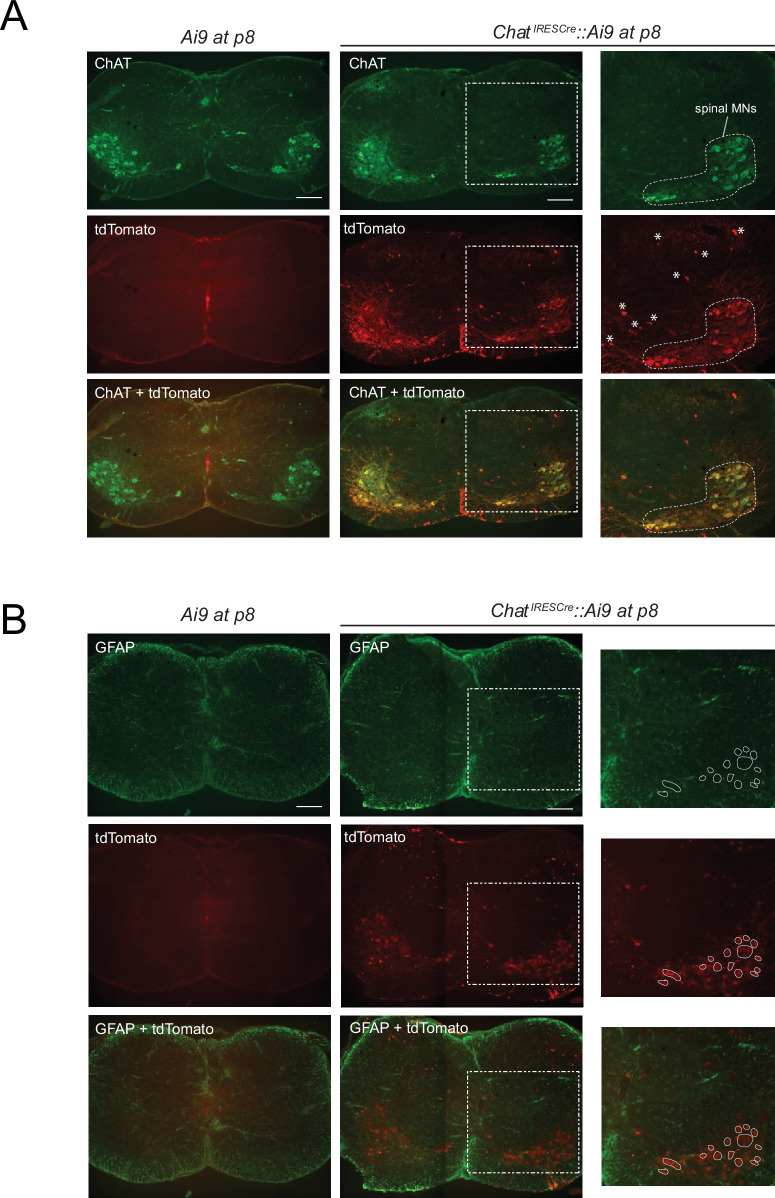
Testing the specificity of genetic labeling of brachial motor neurons (MNs) at p8. (**A**) Double immunofluorescence staining for ChAT (green) and tdTomato (red) shows overlap in spinal MNs (white dotted area in inset) of *Chat^IRESCre^::Ai9 (Rosa26-CAG^promoter^-loxP-STOP-loxP-tdTomato*) mice at p8. Asterisks indicate tdTomato expression in a small fraction of cells that are not MNs (based on their position). As a negative control, no tdTomato is detected in the spinal cord of *Ai9* mice (not crossed with *Chat^IRESCre^*). Scale bar: 200 μm. (**B**) Double immunofluorescence staining for the astrocyte marker GFAP (glial fibrillary acidic protein, ingreen) and tdTomato (red) shows no overlap in the spinal cord of *Chat^IRESCre^::Ai9 (Rosa26-CAG^promoter^-loxP-STOP-loxP-tdTomato*) mice at p8. White circles indicate tdTomato expression in brachial MNs (based on their position). As a negative control, no tdTomato is detected in the spinal cord of *Ai9* mice (not crossed with *Chat^IRESCre^*). Scale bar: 200 μm.

**Figure 1—figure supplement 2.**
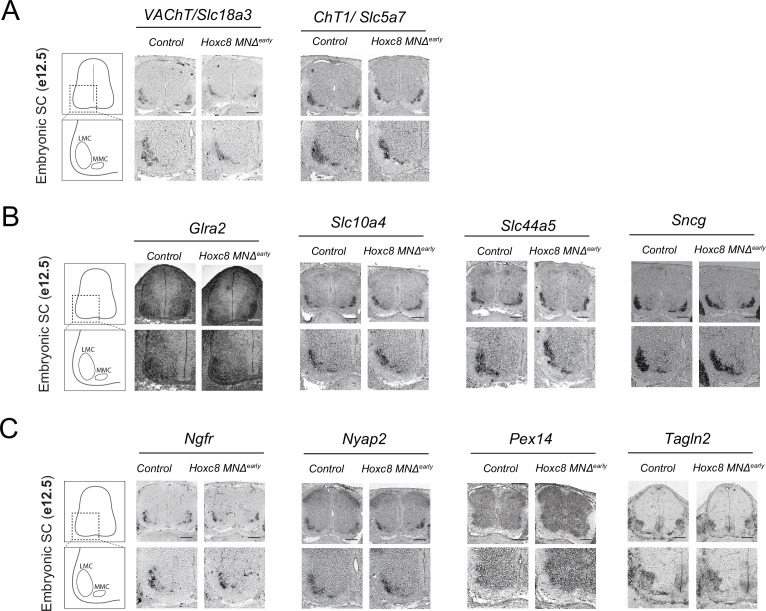
RNA ISH analysis of terminal differentiation markers in *Hoxc8* MNΔ ^early^ mice. . Expression of *Slc18a3, Slc5a7, Glra2, Slc10a4, Slc44a5, Sncg, Ngfr, Nyap2, Pex14,* and *Tagln2* was detected in the ventrolateral region of embryonic (e12.5) spinal cords (SC) in control (*Hoxc8 ^fl/fl^*) and *Hoxc8* MNΔ ^early^ embryos (N = 4). Zoomed images of the ventrolateral SC are provided below each image. Scale bar: 100 μm.

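Axons find their muscles by reading guidance cues through receptors such as neuropilins, plexins and Robo proteins. Young neurons also make microtubule-associated proteins such as doublecortin (Dcx) and neuron-specific tubulins (Tubb2b, Tubb3) while they grow. Cell adhesion molecules and ion channels shape contacts between neurons and their excitability.

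Of 70 axon guidance genes with reads, 35 were higher at e12 and 9 were higher at p8 (35 and 9 adjusted over the list alone), with a median log2 fold change of 3.25 and an adjusted p = 1.19e-08. Nrp2, a neuropilin gene on chromosome 1 from 62703317 to 62818692, went from 10848 normalized counts at e12 to 166 at p8 (interval 5.35 to 6.71, adjusted p = 5.68e-65). Plxna1 and Plxnb1 had 10371 and 8419 at e12 against 175 and 323 at p8, without a p-value. Neo1 changed less, with 7762 at e12 and 2805 at p8 (adjusted p = 0.00854).

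The immature neuron list was higher at e12 in 9 of 12 genes (9 adjusted over the list alone, median 4.87, adjusted p = 4.79e-08). Dcx (chromosome X from 143855842 to 143933396) had 43943 at e12 and 434 at p8 (adjusted p = 1.22e-39), Tubb3 had 32728 at e12 and 588 at p8, and Tubb2b had 24997 at e12 and 1079 at p8. Genes of neural progenitors were higher at e12 in 6 of 12 (6 adjusted over the list alone, adjusted p = 0.00959). Cell cycle genes were not called as a list by cameraPR (median -1.93, adjusted p = 0.116), while their median lay at percentile 0.530 of random lists matched for base mean, and 5 of 17 were higher at p8 (4 adjusted over the list alone).

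Cell adhesion genes were higher at e12 in 21 of 58 and higher at p8 in 4 (median 1.57, adjusted p = 2.10e-04, and 21 and 4 genes adjusted over the list alone). Ncam1 (17597 at e12 and 8177 at p8, adjusted p = 0.00317) fell less than Nrxn2 (9505 at e12 and 159 at p8, adjusted p = 1.65e-30). All 24 called genes of sodium and calcium channels were higher at e12, out of 40 with reads (24 adjusted over the list alone, adjusted p = 1.22e-09). Scn3a, an embryonic sodium channel, went from 4321 to 36.6. Potassium channels (median 3.53, adjusted p = 5.83e-04) and ionotropic receptors (median 3.24, adjusted p = 6.37e-07) were also higher at e12 as lists. Kcnh2 had 2217 at e12 and 36.2 at p8, Grik3 had 7905 at e12 and 174 at p8, and for Gria2 the difference between 3779 and 1242 was not called (adjusted p = 0.059). From e12 to p8, mature neuron genes went from 0.631% to 0.0673% of summed levels and oligodendrocyte genes from 0.0129% to 44.2%. The tables do not separate a fall of guidance, adhesion and channel genes within MNs from a lower share of MN RNA at p8. Nor do they separate it from RNA of other neurons in the e12 samples, where inhibitory interneuron genes were higher (median 9.98).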

Subsequent gene ontology (GO) analysis on proteins from embryonically enriched (e12) transcripts revealed an overrepresentation of molecules associated with neuronal development, such as regionalization, dendrite formation, and axon guidance (Figure 1C, Supplementary file 2). Notably, the most enriched class of proteins in the e12 dataset is TFs, many of which are known to control MN development (Figure 1D, see next section). On the other hand, GO analysis on proteins from postnatally enriched (p8) transcripts uncovered an overrepresentation of molecules associated with cell metabolism, such as ATP synthesis, oxidative phosphorylation, and energy-coupled proton transport (Figure 1C–D, Supplementary file 2), perhaps indicative of the higher metabolic demands of p8 MNs compared to their embryonic (e12) counterparts.

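Transcription factors of the homeodomain class divide the cord into domains and give MNs their columnar and pool identity. Hox genes are homeodomain factors laid out in 4 clusters, and their paralog number follows their position along the body. Other families with developmental roles include Sox, Fox, Ebf and Neurod factors.

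Among 142 homeodomain genes with reads, 78 were higher at e12 and 8 at p8 (79 and 8 adjusted over the list alone, median log2 fold change 5.57, adjusted p = 1.67e-18). Zfhx4, on chromosome 3 from 5218218 to 5415861, had 9435 at e12 and 7.45 at p8 in normalized counts (interval 9.00 to 11.61), and Zfhx3 had 9078 at e12 and 561 at p8. Hox genes of paralog groups 4 to 8 were higher at e12 in 14 of 15 (14 adjusted over the list alone, median 5.85, adjusted p = 5.61e-13), those of groups 1 to 3 in 7 of 8 (7 adjusted over the list alone, adjusted p = 4.44e-06). Hoxb8 and Hoxb9 neighbour each other on chromosome 11 and had 9039.8 and 9687 at e12 against 1.99 and 1.67 at p8. The Hox 9 list as a whole had an adjusted p = 0.00829. Oligodendrocyte genes made up 44.2% of summed levels at p8 and 0.0129% at e12. The tables do not separate a fall of homeodomain genes within MNs from a lower share of MN RNA at p8. Nor do they separate it from RNA of other neurons in the e12 samples, where inhibitory interneuron genes were higher (median 9.98). The paper lists Zfhx4 as not expressed in MNs at e12 and as found in ventral interneurons (Table 2).

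Other developmental factors were less one-sided, with 55 higher at e12 and 21 higher at p8 of 134 with reads (the same counts adjusted over the list alone). The list had an adjusted p = 0.00373, and 0.106 with an inter-gene correlation of 0.05. Sox11 fell from 26648 to 71.7 and Ebf3 from 7773 to 1.11, whereas Tcf25 had 6777 at e12 and 6743 at p8 (interval -0.23 to 0.24). Markers of MN columns and pools were higher at e12 in 8 of 14 genes and lower in 1 (the same counts adjusted over the list alone, median 4.88, adjusted p = 0.00292). Onecut2 had 2117 at e12 and 5.42 at p8, while Pou3f1, a marker of MN pools, had 999 at e12 and 961 at p8 (adjusted p = 0.963).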

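Oxidative phosphorylation makes ATP in mitochondria, where the respiratory chain pumps protons and ATP synthase lets them return. Its substrates come from glycolysis in the cytosol and from the tricarboxylic acid cycle. Glutathione enzymes remove reactive oxygen that the chain releases.

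Of 81 nuclear genes of the respiratory chain and ATP synthase, 66 were higher at p8 and none was higher at e12 (70 and none adjusted over the list alone), with a median log2 fold change of -1.92 and an adjusted p = 1.73e-07. Cox6a1, a subunit of complex IV on chromosome 5 from 115345652 to 115348958, had 2210.1 at e12 and 23253 at p8 in normalized counts (interval -4.51 to -2.28, adjusted p = 1.43e-08). Cox4i1 rose from 4420.3 to 27684 (interval -3.65 to -1.64). The catalytic subunits of ATP synthase moved little, with 17794 at e12 and 27705 at p8 for Atp5b (adjusted p = 0.0523, under 0.05 in the adjustment by the authors) and 14673 at e12 and 11390.2 at p8 for Atp5a1 (adjusted p = 0.089). Oligodendrocyte genes also rose in the p8 samples, and the tables do not separate the RNA of MNs from that of other cells.

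Glycolytic enzymes were higher at p8 in 8 of 14 genes and lower in 1 (the same counts adjusted over the list alone, median -1.17, adjusted p = 0.00829). Gpi1 went from 2340.5 to 14277 and Aldoa from 3768 to 14284. For the tricarboxylic acid cycle the list was not called (adjusted p = 0.103), with 8 genes higher at p8, among them Sdha (2546 at e12 and 5478 at p8), and 1 higher at e12, Cs (4494 at e12 and 3630.3 at p8, not called with re-centred fold changes), the same counts as adjusted over the list alone. Glutathione genes were higher at p8 in 10 of 13 (10 adjusted over the list alone, median -3.29, adjusted p = 4.08e-04), such as Gpx1 with 1505 at e12 and 22667 at p8 and Gsr with 191 at e12 and 7423 at p8.

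Cholesterol synthesis, on which myelin formation draws, was higher at p8 in 9 of 15 genes (9 adjusted over the list alone, adjusted p = 0.0155, and 0.0544 with an inter-gene correlation of 0.05). Hmgcs1 had 10413 at e12 and 44576 at p8. Ribosomal protein genes were not called as a list by cameraPR (median -0.65, adjusted p = 0.104), while their median lay at percentile 0.11 of random lists. Of 76 genes, 23 were higher at p8 and 5 at e12 (23 and 2 adjusted over the list alone). Interferon-induced and antigen presentation genes had a median of -5.50 (adjusted p = 8.51e-05), with 7 of 15 called and 6 without a p-value, and B2m had 76.2 at e12 and 10201 at p8. Lists of neutrophil and of macrophage and monocyte genes, chosen after leading brachial genes were seen, were higher at p8 too (medians -11.76 and -9.51, adjusted p = 2.84e-04 and 0.00104), with 11 and 5 of 12 genes without a p-value. Of the p8 regions, the brachial one had the most Gsr (4162 brachial, 934 thoracic and 691 lumbar), Gpx1 (12859 brachial, 4161 thoracic and 5691 lumbar) and B2m, and the tables do not separate leukocyte RNA from that of MNs. The immediate early list had a median of -3.37 (adjusted p = 0.00442), and Jun had 3694 at e12 and 14611 at p8.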

To identify terminal differentiation markers with continuous expression in brachial MNs, we leveraged our e12 RNA-Seq dataset (Figure 1D, Supplementary file 1). 

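Terminal differentiation genes encode what a mature neuron works with, such as transmitter receptors, ion channels, transporters and secreted signals. The candidates that follow include Glra2, a glycine receptor subunit, Cacna1g, a T-type calcium channel, Nrg1, a growth factor that reaches muscle spindles and Schwann cells, and Ngfr, a neurotrophin receptor.

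In the e12 samples, Ngfr (chromosome 11 from 95568818 to 95587698) had 4452 normalized counts and 4.12 at p8 (95% interval of the log2 fold change 8.69 to 11.46, adjusted p = 4.12e-44). Glra2, on chromosome X from 165129017 to 165327867, had 1208 at e12 and 0.557 at p8 (interval 9.03 to 13.13), and Cacna1g, on chromosome 11 from 94408391 to 94474400, had 1639 at e12 and 2.04 at p8 (interval 8.28 to 11.02). Slc10a4, a transporter of synaptic vesicles on chromosome 5 from 73006904 to 73012955, had 577 at e12 and 11.6 at p8 (adjusted p = 6.29e-18). Smaller changes were found for Sncg, a synuclein (2028 at e12 and 404 at p8, adjusted p = 0.0179), and Nrg1 (363 at e12 and 51.0 at p8, adjusted p = 4.05e-05). Cldn1, a tight junction protein encoded on chromosome 16 from 26356645 to 26371839, was higher at p8 with 48.5 at e12 and 529 at p8 (interval -5.33 to -1.57, adjusted p = 0.00101). Nyap2, which encodes an adaptor of PI3K signalling, had 539 at e12 and 1.28 at p8 (interval 6.94 to 10.49).

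Of the 8 tested candidates, 7 were higher at e12 and 1 at p8, as also when adjusted over the list alone. Their median log2 fold change was 7.17 (adjusted p = 1.29e-04), which is not independent evidence, since the study chose them on these samples.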

We arbitrarily selected eight genes coding for NT receptors, ion channels, and signaling molecules (*Slc10a4, Nrg1, Nyap2, Sncg, Ngfr, Glra2, Cldn1, Cacna1g*) and evaluated their expression at different life stages. Through RNA ISH, we found six genes (*Slc10a4, Nrg1, Nyap2, Sncg, Ngfr, Glra2*) with continuous expression in putative brachial MNs at embryonic (e12) and early postnatal (p8) stages (Table 1, Supplementary file 1). Available RNA ISH data from the Allen Brain Atlas also confirmed their expression at p56 (Table 1). The ventrolateral location of the cells expressing these six genes in the spinal cord strongly suggests they constitute terminal differentiation markers for brachial MNs.

**Table 1.** Summary of candidate and unbiased approaches to reveal Hoxc8 target genes in mouse brachial MNs.

	Gene name	Expression in WT brachial MNs				Hoxc8 dependency	
		e12	p8	p56 Allen Brain ISH	p60snRNA-Seq dataset	*Hoxc8* MNΔ ^early^ *mice*	*Hoxc8* MNΔ ^late^ *mice*
Candidate approach	*Slc10a4*	+	+	+	+	No	N.D
	*Nrg1*	+	+	+	+	Yes	Yes
	*Nyap2*	+	+	N.D	+	No	N.D
	*Sncg*	+	+	+	+	No	N.D
	*Ngfr*	+	+	+	–	No	N.D
	*Glra2*	+	+	+	+	No	Yes
	*Cldn1*	N.D	–	N.D	–	N.D	N.D
	*Cacna1g*	N.D	–	+	+	N.D	N.D
RNA-Seq approach	*Slc44a5*	+	+	+	+	No	N.D
	*Mcam*	+	+	+	+	Yes	Yes
	*Pappa*	+	+	+	+	Yes	Yes
	*Sema5a*	+	+	N.D	+	Yes	N.D
	*Pex14*	+	+	N.D	+	No	N.D
	*Tagln2*	+	+	+	–	No	N.D
	*Cldn19*	N.D	–	–	–	N.D	N.D
	*Wwc2*	N.D	–	+	+	N.D	N.D
	*Septin1*	N.D	–	N.D	N.D	N.D	N.D
	*Irx2*	+	+	+	–	N.D	N.D
	*Irx5*	+	+	+	–	N.D	N.D
	*Irx6*	+	+	+	–	N.D	N.D
Known Hoxc8 targets	*Ret*	+	+	N.D	+	Yes	No
	*Gfra3*	+	–	–	–	Yes	N.D

Expression in p56 brachial MNs was determined using the Allen Brain Map (http://portal.brain-map.org). We also interrogated the single nucleus (sn) RNA-seq datasets of p60 spinal MNs from http://spinalcordatlas.org/.

N.D: Not determined; + denotes expression; – denotes no expression.

RNA-Seq: RNA-sequencing.

### Developmental transcription factors continue to be expressed in spinal MNs at postnatal stages

Two simple, but not mutually exclusive mechanisms can be envisioned for the continuous expression of terminal differentiation genes (e.g. *Slc10a4, Nrg1, Nyap2, Sncg, Ngfr, Glra2*) in brachial MNs. Their embryonic initiation and maintenance could be controlled by separate mechanisms involving distinct combinations of TFs solely dedicated to either initiation or maintenance. Alternatively, initiation and maintenance can be achieved through the activity of the same, continuously expressed TF (or combinations thereof). Recent invertebrate and vertebrate studies on various neuron types support the latter mechanism (Deneris and Hobert, 2014; Hobert and Kratsios, 2019). We therefore sought to identify TFs with continuous expression, from embryonic to postnatal stages, in mouse brachial MNs.

First, we examined whether TFs from our embryonic (e12) RNA-Seq dataset continue to be expressed at postnatal stages (Figure 1D). We initially focused on 14 TFs from various families (e.g. LIM, Hox) with previously known embryonic expression and function in brachial MNs (*Ebf2, Islet1, Islet2, Hb9, Foxp1, Lhx3, Runx1, Hoxc4, Hoxa5, Hoxc5, Hoxa6, Hoxc6, Hoxa7, Hoxc8*) (Arber et al., 1999; Catela et al., 2019; Catela et al., 2016; Dasen et al., 2008; Ericson et al., 1992; Philippidou and Dasen, 2013; Sharma et al., 1998; Stifani et al., 2008; Thaler et al., 1999; Thaler et al., 2004; Thaler et al., 2002; Tsuchida et al., 1994). Through RNA ISH or antibody staining, we detected robust expression in brachial MNs at e12 for all 14 factors. Notably, 13 of these TFs continue to be expressed albeit at lower levels - in brachial MNs at p8 (Figure 2A, Table 2), suggesting these proteins - in addition to their known roles during early MN development - may exert other functions at later developmental and/or postnatal stages. Seven of these 13 proteins are TFs of the Hox family (*Hoxc4, Hoxa5, Hoxc5, Hoxa6, Hoxc6, Hoxa7, Hoxc8*) known to be expressed in brachial MNs at embryonic stages (Philippidou and Dasen, 2013), confirming the regional specificity of our RNA-Seq approach (Figure 2A). Moreover, our strategy is sensitive as it captured TFs with known expression in small populations of brachial MNs (e.g. MMC neurons), such as *Ebf2* and *Lhx3* (Figure 2A; Catela et al., 2019; Sharma et al., 1998).

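Hox genes are read in the order of their clusters, so that each level of the cord carries its own combination. Hoxc4 to Hoxc8 lie within the HoxC cluster on chromosome 15 and Hoxa5 to Hoxa7 within the HoxA cluster on chromosome 6. Together they set brachial MN identity in the embryo.

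All 7 were higher at e12 than at p8. Hoxc8, on chromosome 15 from 102990539 to 102994275 of GRCm38, had the highest level at both stages, 9223 at e12 and 264 at p8 in normalized counts. In the authors' deposited table its log2 fold change is 5.13 (standard error 0.727), and its adjusted p = 1.69e-11. Hoxa5 (chromosome 6 from 52201754 to 52204587) went from 4392 to 67.9 (adjusted p = 1.78e-30) and Hoxc6 (chromosome 15 from 102998226 to 103011882) from 4192 to 15.7 (adjusted p = 1.84e-101). Levels of Hoxc4 were 2949.8 at e12 and 21.9 at p8, with an interval of 6.13 to 8.01. Hoxa7 fell least on the log2 scale, from 1843 to 158 (interval 2.20 to 4.88, adjusted p = 1.09e-06). For Hoxc5 the levels were 1204 at e12 and 38.9 at p8 (interval 3.68 to 6.23), and for Hoxa6 they were 1138 at e12 and 7.79 at p8 (interval 5.98 to 8.40). At p8, Hoxa6 and Hoxc6 were thus left with fewer than 20 normalized counts. The tables do not separate a fall within MNs from a lower share of MN RNA, and the paper detected both genes in brachial MNs at p8 (Figure 2A). From the 7 Hox proteins known in brachial MNs, the paper reasons that the RNA-Seq is specific for the region.

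**Figure D2:**
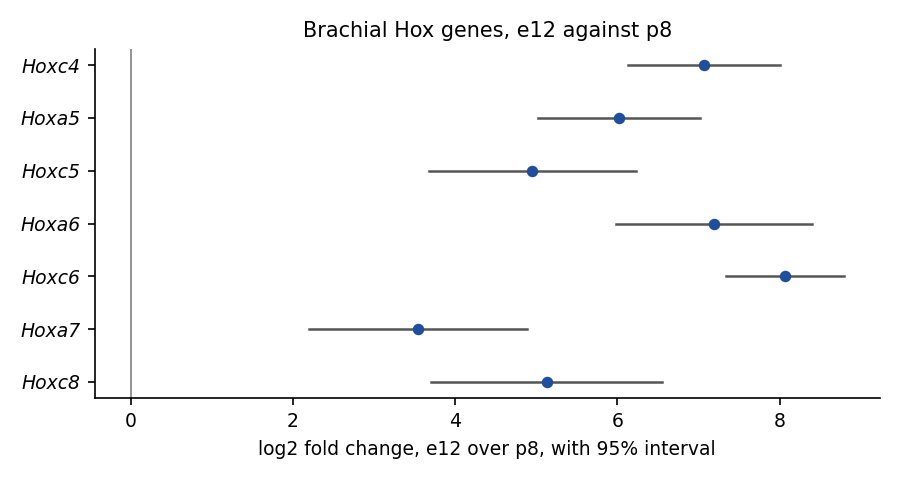
Log2 fold change of e12 over p8 (axis in log2) for the 7 Hox genes, with bars for the 95% interval. All 7 intervals lie above 0, from Hoxa7 (2.20 to 4.88) to Hoxc6 (7.34 to 8.79).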

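Ebf2 and Lhx3 mark small MN groups, Lhx3 being the factor of the medial motor column (MMC) that innervates axial muscle. Isl1, Isl2 and Mnx1 specify all MNs. Foxp1 directs limb-innervating MNs, and Runx1 is expressed in a subset of brachial MNs and in microglia.

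In normalized counts, Ebf2 (chromosome 14 from 67233292 to 67430952) had 290.2 at e12 and 0.860 at p8 with an interval of 6.49 to 10.30 for the log2 fold change, and Lhx3 (chromosome 2 from 26200212 to 26208249) had 403 at e12 and 0.720 at p8 with an interval of 6.56 to 11.70. Mnx1, whose reporter was used for the e12.5 sort, fell from 3504 to 5.80 (adjusted p = 9.09e-36). Levels of Isl1 were 469 at e12 and 0.956 at p8 (adjusted p = 1.00e-15), and those of Isl2 were 122 at e12 and 0.706 at p8 (adjusted p = 6.25e-07). Foxp1 kept more of its level, with 3798 at e12 and 1155 at p8 (interval 0.45 to 2.98, adjusted p = 0.0187). Runx1 (chromosome 16 from 92601466 to 92826074) was higher at p8, with 15.9 at e12 and 606 at p8 (interval -7.20 to -3.31, adjusted p = 6.30e-07).

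At p8, Isl1, Isl2, Ebf2 and Lhx3 were each below 1 normalized count. Of the 14 factors with known roles, 13 were higher at e12 and 1 at p8, as also when adjusted over the list alone (median 7.13, adjusted p = 1.92e-08). The study took these factors from the same samples, so the count is not independent evidence.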

**Figure 2.**
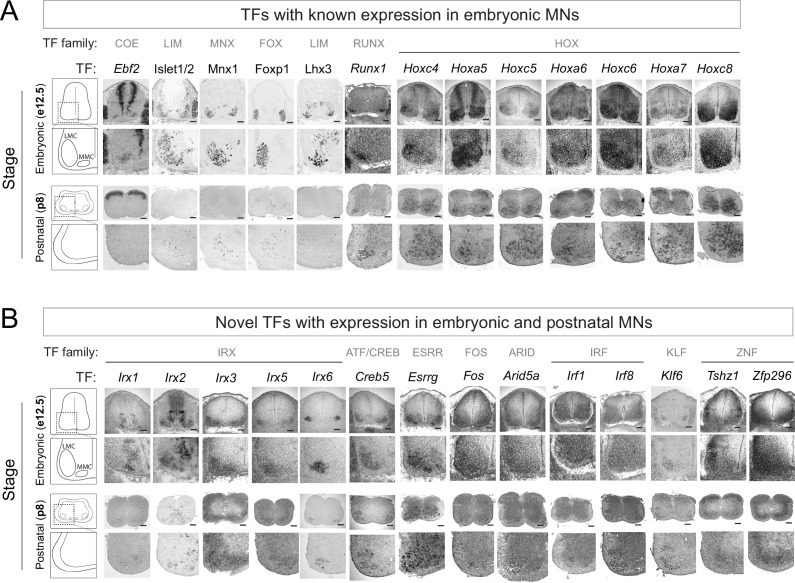
Known and novel transcription factors (TFs) are continuously expressed in brachial motor neurons (MNs) during embryonic and postnatal stages. (**A**) The expression of TFs with previously published roles in MN development was assessed in embryonic (e12.5) and postnatal (p8) spinal cords (N = 4) with RNA ISH (*Ebf2, Runx1, Hoxc4, Hoxa5, Hoxc5, Hoxa6, Hoxc6, Hoxa7, Hoxc8*) and immunohistochemistry (Islet1/2, Mnx1 [Hb9], Lhx3, Foxp1). Zoomed area of one side of the ventral spinal cord is shown below each image. (**B**) The expression of novel TFs was assessed in embryonic (e12.5) and postnatal (p8) spinal cords with RNA ISH (N = 4). Scale bar for e12.5 images: 50 μm; scale bar for p8 images: 250 μm.

**Table 2.** Validation of transcription factor expression in brachial MNs.

TF	Type	Novel TF with MN expression	e12 MNs	p8 MNs	p56 MNsISH Allen Brain	p60snRNA-Seq dataset	Expression in other spinal cells at e12
*Ebf2*	Ebf/COE	No	+	–	–	–	+
*Islet1*	LIM HD	No	+	+	+	N.D	+
*Islet2*	LIM HD	No	+	+	+	N.D	+
*Hb9*	HD	No	+	+	+	N.D	+
*Foxp1*	FOX	No	+	+	–	+	–
*Lhx3*	LIM HD	No	+	+	N.D	–	+
*Runx1*	RUNX	No	+	+	+	–	–
*Hoxc4*	HOX	No	+	+	+	+	+
*Hoxa5*	HOX	No	+	+	N.D	–	+
*Hoxc5*	HOX	No	+	+	+	+	+
*Hoxa6*	HOX	No	+	+	–	–	+
*Hoxc6*	HOX	No	+	+	N.D	–	+
*Hoxa7*	HOX	No	+	+	+	–	+
*Hoxc8*	HOX	No	+	+	N.D	–	+
*Irx1*	IRO HD	Yes	+	+	+	–	+
*Irx2*	IRO HD	Yes	+	+	+	–	+
*Irx3*	IRO HD	Yes	+	+	+	–	–
*Irx5*	IRO HD	Yes	+	+	+	–	–
*Irx6*	IRO HD	Yes	+	+	+	–	–
*Creb5*	CRE	Yes	+	+	+	+	–
*Esrrg*	NHR	Yes	+	+	–	+	+
*Fos*	FOS	Yes	+	+	+	–	+
*Arid5a*	ARID	Yes	+	+	–	–	+
*Irf1*	IRF	Yes	+	+	–	–	+
*Irf8*	IRF	Yes	+	+	–	–	+
*Klf6*	KLF	Yes	+	+	–	+	–
*Tshz1*	C2H2 Zn	Yes	+	+	+	+	+
*Zfp296*	ZFP	Yes	+	+	+	–	+
*Neurod6*	bHLH	N.A	–	–	N.D	–	Dorsal interneurons
*Arid5b*	ARID	N.A	–	–	N.D	+	Dorsal interneurons
*Pou3f3*	POU	N.A	–	–	N.D	+	Dorsal interneurons
*Mafb*	bZIP	N.A	–	–	N.D	N.D	Ventral interneurons
*Zfhx4*	Zn HD	N.A	–	–	N.D	+	Ventral interneurons
*Elk3*	ETS	N.A	–	–	N.D	+	Vasculature
*Epas1*	HIF	N.A	–	–	N.D	–	Vasculature
*Heyl*	bHLH	N.A	–	–	N.D	–	Vasculature

Expression in p60 brachial MNs was determined using the Allen Brain Map (http://portal.brain-map.org). We also interrogated the single nucleus (sn) RNA-seq datasets of p60 spinal MNs from http://spinalcordatlas.org/. + denotes expression; – denotes no expression; N. D: Not determined; N. A: Not applicable.

RNA-Seq: RNA-sequencing.

We next sought to identify novel TFs with maintained expression in brachial MNs. We arbitrarily selected 22 genes from different TF families (15 TFs from the e12 dataset [*Irx1, Irx2, Irx3, Irx5, Irx6, Creb5, Esrrg, Neurod6, Arid5b, Pou3f3, MafB, Zfhx4, Elk3, Epas1, Heyl*] and 7 TFs from the p8 dataset [*Fos, Arid5a, Irf1, Irf8, Klf6, Tshz1, Zfp296*]). 

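The 22 factors span several families. Irx proteins are homeodomain factors of the Iroquois group, Zfhx4 and Tshz1 carry zinc fingers, Esrrg is an orphan nuclear receptor and Neurod6 a bHLH factor. Fos and Klf6 respond to stimulation, and Irf1 and Irf8 act in interferon signalling, Irf8 mainly in microglia and other myeloid cells.

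Of the 15 factors from the e12 dataset, 6 were higher at e12, 1 was higher at p8, 4 were not called and 4 had no p-value (7 and 1 higher at e12 and p8 adjusted over the list alone). Esrrg (chromosome 1 from 187608510 to 188214885) had 4464 at e12 and 5.79 at p8 in normalized counts (interval 8.27 to 10.91, adjusted p = 9.62e-44) and Neurod6 had 461 at e12 and 0.573 at p8 (interval 7.44 to 11.87). Irx1 (chromosome 13 from 71958232 to 71963723) had 417 at e12 and 3.66 at p8, Irx2 had 471 at e12 and 24.1 at p8 and Irx3 had 268 at e12 and 13.7 at p8, with adjusted p-values of 3.03e-24, 1.31e-05 and 5.86e-05. Zfhx4 completes the genes higher at e12 (adjusted p = 8.95e-52). Irx5 went from 219 to 82.0 (adjusted p = 0.0704), while Irx6, Arid5b and Heyl had adjusted p-values of 0.806, 0.847 and 0.552. Creb5 (chromosome 6 from 53287226 to 53700364) was higher at p8, with 43.3 at e12 and 365 at p8 (interval -4.66 to -1.50, adjusted p = 4.47e-04). Among the factors without a p-value in the authors' table are Pou3f3 (2525 at e12 and 68.7 at p8), Elk3 (63.9 at e12 and 357 at p8) and Epas1 (74.8 at e12 and 206 at p8).

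Of the 7 factors from the p8 dataset, 6 were higher at p8 and 1 was higher at e12, also when adjusted over the list alone. Fos reached 19004 at p8 from 2219.6 at e12 (adjusted p = 1.62e-04), and Klf6 reached 7994 from 1204. Irf8 (chromosome 8 from 120736358 to 120756694) had 3.31 at e12 and 961 at p8 (interval -10.14 to -6.22), Irf1 had 25.0 at e12 and 1131 at p8, Arid5a had 20.9 at e12 and 1311 at p8 and Zfp296 had 9.28 at e12 and 55.0 at p8 (adjusted p = 0.0216). Tshz1 (chromosome 18 from 84011627 to 84087708) was higher at e12, with 4317 at e12 and 673 at p8 (interval 2.02 to 3.34, adjusted p = 1.98e-14). Against all other genes the list from e12 had an adjusted p = 0.00829 and the list from p8 an adjusted p = 0.059, neither of which is independent evidence.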

We detected persistent expression for 14 of these TFs in the embryonic (e12) and early postnatal (p8) brachial spinal cord. Expression was evident at the ventrolateral region, which is populated by MNs (Figure 2B, Table 2).

In conclusion, the expression of 13 TFs, with known roles in early MN development (e.g. cell specification, motor circuit assembly), is persistent at early postnatal stages (p8). Moreover, we identified 14 novel TFs from different families with expression in embryonic and postnatal (p8) brachial MNs (Figure 2B, Table 2). The continuous expression of all these factors suggests they may exert various functions in postmitotic MNs at different life stages. Consistent with this notion, some of these TFs are also expressed at later postnatal (p56, p60) stages in brachial MNs (Table 2).

### Hoxc8 controls expression of several terminal differentiation genes in e12 brachial MNs

In mice, Hox genes play critical roles during the early steps of spinal cord development, such as MN specification and circuit assembly (Dasen et al., 2008; Dasen et al., 2003; Dasen et al., 2005; Philippidou and Dasen, 2013). We found that several Hox genes (*Hoxc4, Hoxa5, Hoxc5, Hoxa6, Hoxc6, Hoxa7, Hoxc8*) are continuously expressed - from embryonic to postnatal stages - in brachial MNs (Figure 2A), but their function during later stages of MN development is largely unknown. This pattern of continuous Hox gene expression is reminiscent of recent observations in *C. elegans* nerve cord MNs (Feng et al., 2020; Kratsios et al., 2017). Importantly, *C. elegans* Hox genes are required not only to establish but also maintain at later stages the expression of multiple terminal differentiation genes (e.g. NT receptors, ion channels, signaling molecules) in nerve cord MNs (Feng et al., 2020).

Motivated by these findings in *C. elegans*, we sought to test the hypothesis that, in mice, Hox proteins control expression of terminal differentiation genes in spinal MNs. We focused on Hoxc8 because it is expressed in the majority of brachial MNs (segments C6-T2) (Figure 2A; Catela et al., 2016). Hoxc8 is not required for the overall organization of brachial MNs into columns, but - during early development (e12) - it controls forelimb muscle innervation by regulating *Gfrα3* and *Ret* expression in brachial MNs (Catela et al., 2016). However, whether Hoxc8 is involved in additional processes, such as the control of MN terminal differentiation, remains unclear.

To test this, we removed *Hoxc8* gene activity in brachial MNs. Because *Hoxc8* is also expressed in other spinal neurons (Baek et al., 2019; Shin et al., 2020; Figure 2A), we crossed *Hoxc8 ^fl/fl^* mice to *Olig2^Cre^* mice that enable *Cre* recombinase expression specifically in MN progenitors (Figure 3A; Zawadzka et al., 2010). This genetic strategy effectively removed Hoxc8 protein from postmitotic brachial MNs by e12 (Figure 3B). Because e12 is an early stage of MN differentiation (postmitotic MNs are generated between e9 and e11) (Sims and Vaughn, 1979), we will refer to the *Olig2^Cre^::Hoxc8 ^fl/fl^* mice as *Hoxc8* MNΔ^early^. Of note, the total number of brachial MNs (Mnx1^+^[HB9^+^] Isl1/2^+^) is unaffected in these animals at e12 (Figure 3C).

**Figure 3.**
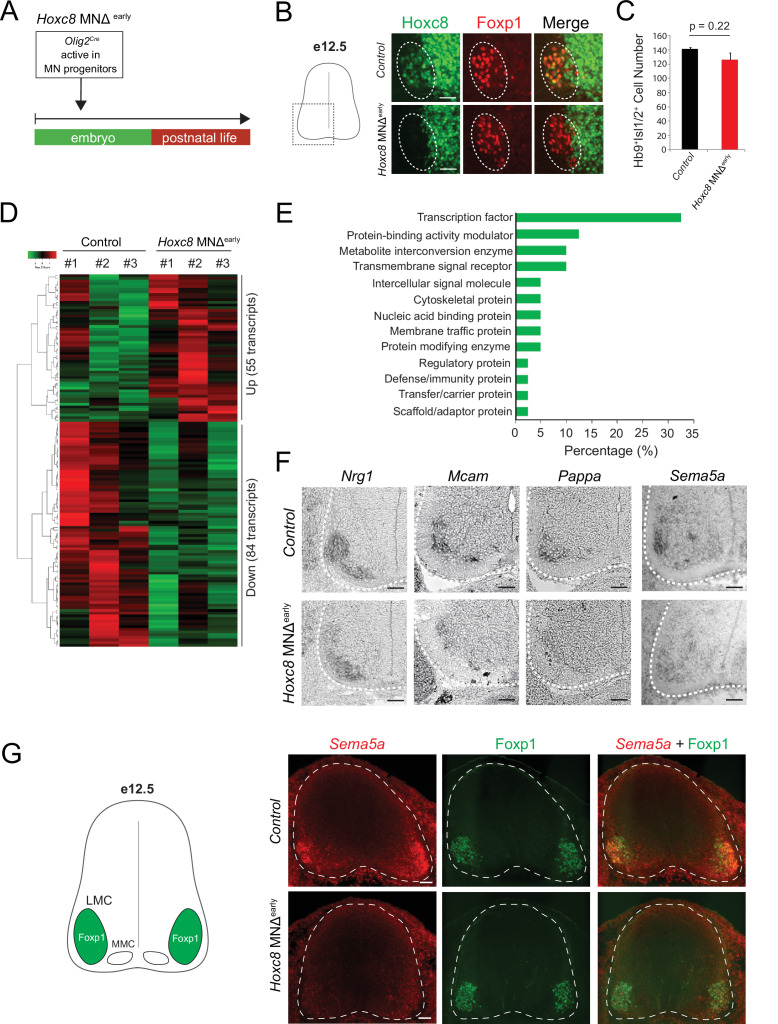
Early *Hoxc8* gene inactivation in brachial motor neurons (MNs) affects the expression of terminal differentiation genes. (**A**) Diagram illustrating genetic approach for *Hoxc8* gene inactivation during early MN development (*Hoxc8* MNΔ ^early^ mice). (**B**) Immunohistochemistry showing that Hoxc8 protein (green) is not detected in Foxp1^+^ MNs (red, indicated with dashed ellipse) of *Hoxc8* MNΔ^early^ spinal cords at e12.5. Images of one side of the spinal cord are shown (boxed region in schematic at left). Scale bar: 50 μm. (**C**) Quantification of Mnx1^+^(Hb9^+^) Isl1/2^+^ MNs in e12.5 brachial spinal cords of *Hoxc8* MNΔ^early^ and control (*Hoxc8^fl/fl^*) embryos (N = 4). (**D**) Heatmap showing upregulated and downregulated genes detected by RNA-Seq in control (*Hoxc8 ^fl/fl^*) and *Hoxc8* MNΔ^early^ e12.5 MNs. Green and red colors, respectively, represent lower and higher gene expression levels. (**E**) Graphical percentage (%) representation of protein classes of the downregulated genes in *Hoxc8* MNΔ^early^ spinal cords. (**F**) RNA ISH showing downregulation of *Nrg1, Mcam, Pappa,* and *Sema5a* mRNAs in brachial MNs of e12.5 *Hoxc8* MNΔ^early^ spinal cords (N = 4). Spinal cord is outlined with a white dotted line. Scale bar: 50 μm. (**G**) RNA FISH for *Sema5a* coupled with antibody staining against Foxp1 (LMC marker) shows reduced *Sema5a* mRNA expression in Foxp1 +MNs of e12.5 *Hoxc8* MNΔ^early^ spinal cords (N = 4). Images of a cross-section of the entire e12.5 spinal cord are shown. Scale bar: 40 μm.

**Figure 3—figure supplement 1.**
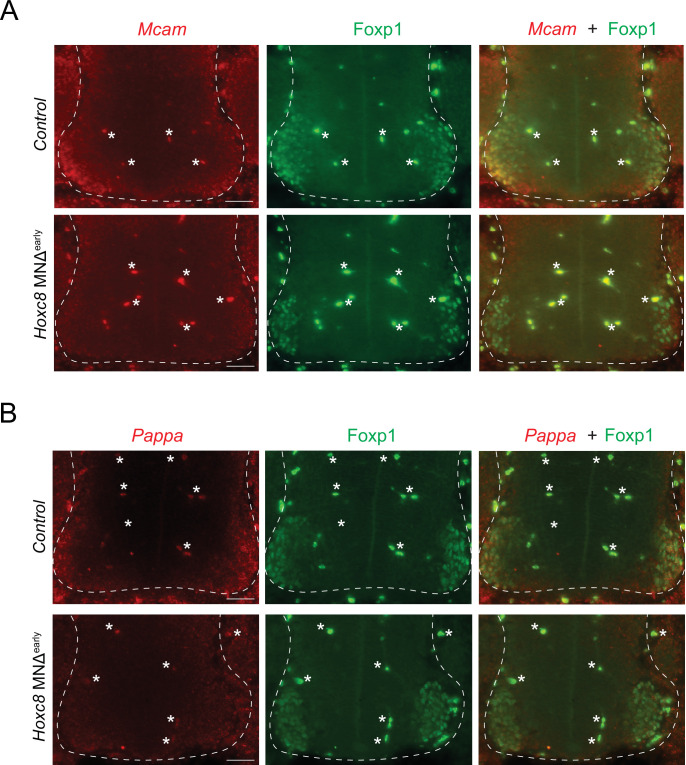
RNA FISH analysis of terminal differentiation markers in *Hoxc8* MNΔ ^early^ mice. (**A**) RNA FISH for *Mcam* coupled with antibody staining against Foxp1 (LMC marker) shows reduced *Mcam* mRNA expression in Foxp1 +MNs of e11.5 *Hoxc8* MNΔ^early^ spinal cords (N = 4). Note that *Mcam* partially overlaps with Foxp1-expressing motor neurons (MNs) in the control (*Hoxc8 ^fl/fl^*) spinal cord. (**B**) RNA FISH for *Pappa* coupled with antibody staining against Foxp1 (LMC marker) shows reduced *Pappa* mRNA expression in Foxp1 +MNs of e11.5 *Hoxc8* MNΔ^early^ spinal cords (N = 4). Scale bar: 50 μm. Spinal cord is outlined with a white dashed line. White asterisks (*) indicate autofluorescence from blood cells.

To test whether Hoxc8 controls expression of terminal differentiation genes, we initially followed a candidate approach. At e12, spinal MNs begin to acquire their terminal differentiation features, evident by the induction of genes coding for acetylcholine (ACh) biosynthesis proteins *(Slc18a3 [VAChT*], *Slc5a7[ChT1]*) (Martinez et al., 2012). Consistently, *Slc18a3* and *Slc5a7* transcripts were captured in our e12 RNA-Seq dataset (Figure 1D). However, *Slc18a3* and *Slc5a7* expression was not affected in brachial MNs of *Hoxc8 MNΔ ^early^* mice (Figure 1—figure supplement 2). 

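MNs signal to muscle with acetylcholine. Slc18a3 encodes the transporter that loads acetylcholine into vesicles, and Slc5a7 encodes the transporter that takes choline back into the nerve terminal. Slc18a3 lies inside the Chat gene, on chromosome 14 from 32462437 to 32464850 of GRCm38, and Slc5a7 lies on chromosome 17 from 54273590 to 54299038.

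In the e12 samples Slc18a3 had 669 normalized counts, and in the p8 samples it had 25.7 (95% interval of the log2 fold change 2.61 to 6.79, adjusted p = 4.05e-05). Slc5a7 had 182 at e12 and 266 at p8, a difference that was not called (interval -2.41 to 1.31, adjusted p = 0.708). Ache, which encodes the enzyme that breaks acetylcholine down, had 266 at e12 and 77.8 at p8 (adjusted p = 0.00486).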

Next, we tested the six newly identified terminal differentiation markers (*Slc10a4, Nrg1, Nyap2, Sncg, Ngfr, Glra2*) summarized in Table 1. We found that expression of *Neuregulin 1* (*Nrg1*), a molecule required for neuromuscular synapse maintenance and neurotransmission (Mei and Xiong, 2008; Wolpowitz et al., 2000), is reduced (but not eliminated) in e12 brachial MNs of *Hoxc8* MNΔ ^early^ mice (Figure 3F), likely due to the existence of additional factors that partially compensate for loss of *Hoxc8* gene activity. However, expression of the remaining five genes was unaffected in these animals (Figure 1—figure supplement 2), prompting us to devise an unbiased strategy to identify Hoxc8 targets.

We performed RNA-Seq on FACS-sorted brachial MNs from *Hoxc8* MNΔ ^early^*::Mnx1-GFP* and control mice at e12 (see Materials and methods). 

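Olig2 is expressed in MN progenitors, so Cre from its locus deletes floxed Hoxc8 before MNs are born. MNs of such Hoxc8 MNΔearly embryos form without the factor that gives them their brachial pool identity. Control and mutant MNs carried Mnx1-GFP and were sorted at e12.5 from cord segments C7 to T2.

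The sample labels list 3 mutant samples, and which of the 6 control samples at e12.5 belong to this experiment is not given. Base means of transcripts with a single read take the values of 6 samples. The authors' deposited table is per RefSeq transcript and lists 35729 transcripts with the log2 fold change of control over mutant, so that a positive value means a lower level in mutants. A p-value is given for 19634 transcripts.

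Fold changes in the table are small, from -0.42 to 0.38 on the log2 scale, and no standard error is above 0.0835. The Wald statistic had an SD of 0.703 over all transcripts, whereas it would be 1 if no transcript changed and errors were exact. Transcripts with a single read have a log2 fold change of 0 in the authors' table, as a prior that draws fold changes toward 0 would give. Whether one was set is not given in the sources used here, so the fold changes and intervals of this comparison are not on a scale with those of the stages. Standard errors can be small where reads are few, as for Hoxc10 (0.0087 at a base mean of 0.694). Isl2 had 0.0144 at a base mean of 111, and Hoxc8 had 0.0807 at 19301. A narrow interval of this comparison therefore does not show that a transcript was unchanged. Hoxc8 and other genes were called as in the paper at a p under 0.05 without adjustment, and adjusted values were computed beside it. List tests took the transcript with the highest base mean of each gene.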

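Blood vessels of the cord consist of endothelial cells and of pericytes and smooth muscle cells, together called mural cells. Rgs5, Cd248 and Cspg4 are pericyte genes, Heyl is a Notch target active in mural cells, and Jun belongs to the immediate early genes. These lead the transcripts that are lower in MNs sorted from Hoxc8 MNΔearly embryos.

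At a p under 0.05, 89 transcripts were lower and 82 were higher in mutants, from 88 and 79 named genes. With fold changes re-centred on their median, the counts were 71 and 116. Chance alone gives 982 transcripts at this p when the p-values are exact. After adjustment 2 were lower and 5 were higher.

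Rgs5, on chromosome 1 from 169655501 to 169695813, was lower in mutants with a 95% interval of 0.21 to 0.54 for the log2 fold change of control over mutant and an adjusted p = 0.0294. Cd248, on chromosome 19 from 5068078 to 5070640, had an interval of 0.18 to 0.47 (adjusted p = 0.0407). In the authors' deposited table their log2 fold changes are 0.38 and 0.32. Jun (0.12 to 0.39), Itga1 (0.08 to 0.35), Cspg4 (0.08 to 0.37), H2aj (0.08 to 0.39), Ncapd2 (0.08 to 0.40) and Heyl (0.07 to 0.36) came next, with their intervals in parentheses. The adjusted p of Jun was 0.716, and that of the other 5 was 1.

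Among transcripts higher in mutants, the pseudogenes Pisd-ps2 (chromosome 17 from 3064318 to 3084183, interval -0.59 to -0.26, adjusted p = 0.00622) and Gpr137b-ps (interval -0.48 to -0.19) led. Hddc3 (interval -0.51 to -0.19), which encodes a nucleotide hydrolase, and Acaa1a (interval -0.50 to -0.19), which encodes a peroxisomal thiolase, both had an adjusted p = 0.0407. Lrat and Car10 followed, with intervals of -0.26 to -0.07 and -0.40 to -0.10.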

We found dozens of significantly (p<0.05) upregulated (55) and downregulated (84) transcripts in MNs lacking *Hoxc8* (Figure 3D). To test the hypothesis of *Hoxc8* being necessary to activate expression of MN terminal differentiation genes, we specifically focused on the list of 84 downregulated transcripts, which included two known Hoxc8 target genes (*Ret, Gfrα3*) (Catela et al., 2016) and *Hoxc8* itself (Supplementary file 3). 

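Ret and Gfra3 encode subunits of receptors for the GDNF family of growth factors, which guide and maintain limb MNs. Both are known targets of Hoxc8. Nrg1 is the candidate gene whose expression the paper found reduced in these mutants by in situ hybridization (Figure 3F).

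The interval of Hoxc8 itself (chromosome 15 from 102990539 to 102994275) was -0.06 to 0.26 for the log2 fold change of control over mutant, and its mean normalized count over all samples in the authors' deposited table is 19301. Counts cover the whole transcript, and the paper's text does not say which part of Hoxc8 is floxed. The paper reports Hoxc8 in other spinal neurons too, and Olig2-Cre acts in MN progenitors. Mean normalized counts over all samples were 10167 for the interneuron gene Pax2, 3970 for Mnx1 and 520 for Isl1. RNA of neurons that keep Hoxc8 was not separated from that of MNs. In the paper, Hoxc8 protein was not detected in Foxp1-positive MNs of mutants (Figure 3B). For Ret (chromosome 6 from 118151748 to 118197744) the interval was -0.05 to 0.12, and for Gfra3 (chromosome 18 from 34689898 to 34720387) it was -0.01 to 0.31. In the authors' deposited table the log2 fold changes are 0.10 for Hoxc8 (p = 0.209), 0.04 for Ret (p = 0.402) and 0.15 for Gfra3 (p = 0.0711). Nrg1, on chromosome 8 from 31807452 to 32891609, had an interval of -0.05 to 0.11, and the authors give p = 0.455. All 4 intervals include 0, and their adjusted p is 1.

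As a list, the 8 tested Hoxc8 targets named by the study were lower in mutants (median log2 fold change 0.0475, adjusted p = 4.86e-04). None passed an adjusted p under 0.05 over all transcripts, and 1, Mcam, passed when adjusted over the list alone. The study chose part of this list on the same samples, so the test is not independent evidence. Among MN factors, Mnx1 had an interval of 0.04 to 0.37 (p = 0.0147 in the authors' deposited table), while Isl1 (-0.04 to 0.09) and Isl2 (-0.02 to 0.03) had intervals around 0. These narrow intervals do not show that Isl1 and Isl2 were unchanged. From the downregulated transcripts, the paper names putative Hoxc8 targets of various protein classes (Figure 3E).

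**Figure D3:**
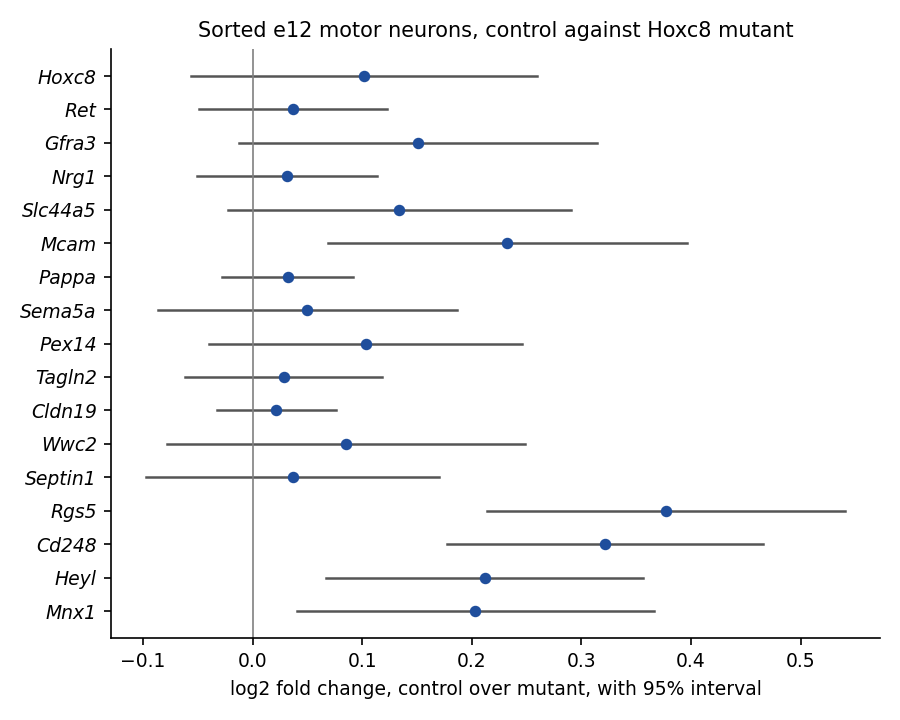
Log2 fold change of control over Hoxc8 MNΔearly MNs at e12.5 (axis in log2, positive values are lower in mutants) for 17 genes, with bars for the 95% interval. The intervals of Rgs5, Cd248, Heyl, Mnx1 and Mcam lie above 0, and those of the other 12 genes include 0.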

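Genes that share a cell type or a pathway can shift together even when each changes little. Notch signalling keeps progenitors undifferentiated in the cord and also acts in vessels, where mural cells depend on Notch3. Immediate early genes such as Jun, Egr1 and Junb respond to stimulation and to tissue dissociation.

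The strongest shift in MNs sorted from Hoxc8 MNΔearly embryos was in 10 tested mural genes, which were lower in mutants (median log2 fold change of control over mutant 0.0875, adjusted p = 1.07e-13). Of 12 mural genes with reads, 5 have a p under 0.05 in the authors' table, 2 were called at an adjusted p under 0.05 and 4 when adjusted over the list alone. Besides Rgs5, Cd248 and Cspg4, the list holds Notch3 (interval -0.09 to 0.23) and Vtn (interval -0.05 to 0.06). The 6 tested endothelial genes had a median of 0.0600 (adjusted p = 1.16e-04). At a p under 0.05 in the authors' table, 2 of 7 endothelial genes with reads were lower, and none passed adjustment over all transcripts or over the list alone. Kdr, the receptor of vascular endothelial growth factor on chromosome 5 from 75932827 to 75979072, had an interval of 0.01 to 0.25, and Cdh5 had -0.03 to 0.14.

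Notch pathway genes were lower in mutants as a list (19 genes, median 0.0738, adjusted p = 7.28e-08). In the authors' table 6 of 19 have a p under 0.05, all lower in mutants, and none passed adjustment over all transcripts or over the list alone. Mib1 (chromosome 18 from 10725625 to 10818578), which activates Notch ligands, had an interval of 0.01 to 0.29, and Notch1 (chromosome 2 from 26457902 to 26503822) had -0.02 to 0.30. Heyl and Notch3 are in the mural list too. The median Wald statistic was 1.01 for all 19 Notch genes and 1.01 for the 17 outside the vascular lists. Immediate early genes had a median of 0.0684 over 15 genes (adjusted p = 3.92e-05). Of 16 with reads, 3 have a p under 0.05 in the authors' table and 1 passed when adjusted over the list alone. Fos had an interval of -0.13 to 0.20 and Dusp1 one of -0.01 to 0.23. Cell cycle genes followed with 12 genes (median 0.0444, adjusted p = 0.00239), none with a p under 0.05 in the authors' table or when adjusted over the list alone, with -0.06 to 0.15 for Mki67.

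The 15 Hox genes of paralog groups 4 to 8 were higher in mutants as a list (median -0.0629, adjusted p = 0.00425, and 0.0321 with an inter-gene correlation of 0.05), with none at a p under 0.05 in the authors' table or when adjusted over the list alone. Hoxc9, of the next paralog group, went the other way (interval 0.00 to 0.33). Neural progenitor genes, column and pool markers and other developmental factors were lower in mutants with adjusted p-values of 0.0262, 0.0294 and 0.0318, and mature neuron genes were higher with 0.0262. With an inter-gene correlation of 0.05 these became 0.0769, 0.0791, 0.303 and 0.0769.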

GO analysis (see Materials and methods) on these 84 transcripts identified several putative Hoxc8 target genes encoding proteins from various classes (Figure 3E, Supplementary file 3). We focused on ion channels, transmembrane proteins, cell adhesion, and signaling molecules, as these constitute putative terminal differentiation markers (Hobert, 2008; Hobert, 2011). We selected nine genes (*Slc44a5, Mcam, Pappa, Sema5a, Pex14, Tagln2, Cldn19, Wwc2, Septin1*) and evaluated their expression with RNA ISH in brachial MNs at different stages. Five of these genes (*Slc44a5, Mcam, Pappa, Pex14, Tagln2*) are continuously expressed in brachial MNs at embryonic and postnatal stages (Table 1, Figure 1—figure supplement 2). 

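The proteins of the 9 genes act at the membrane and in signalling. Mcam is an adhesion molecule of the immunoglobulin family, Sema5a a semaphorin, Slc44a5 a choline transporter-like protein, and Pappa a secreted protease that frees insulin-like growth factors. Cldn19 forms tight junctions in myelinating Schwann cells, Tagln2 and Septin1 belong to the cytoskeleton, Pex14 to peroxisomes, and Wwc2 to Hippo signalling.

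Mcam, on chromosome 9 from 44134658 to 44142727, had an interval of 0.07 to 0.40 for the log2 fold change of control over mutant, with p = 0.00542 in the authors' deposited table and an adjusted p = 1. Slc44a5 (chromosome 3 from 153973436 to 154271747) had an interval of -0.02 to 0.29, and the authors give p = 0.0935. The intervals of the other 7 also include 0. They were -0.04 to 0.25 for Pex14 (chromosome 4 from 148960535 to 149099843), -0.08 to 0.25 for Wwc2, -0.09 to 0.19 for Sema5a and -0.10 to 0.17 for Septin1. Those of Pappa (chromosome 4 from 65124174 to 65357509), Tagln2 and Cldn19 were -0.03 to 0.09, -0.06 to 0.12 and -0.03 to 0.08. Their narrow width does not show that these genes were unchanged. The authors' deposited table gives p = 0.156 for Pex14, 0.296 for Pappa, 0.307 for Wwc2, 0.44 for Cldn19, 0.475 for Sema5a, 0.539 for Tagln2 and 0.594 for Septin1. Mean normalized counts over all samples in that table of the authors range from 5.13 for Cldn19 to 1498 for Sema5a.

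All 9 log2 fold changes are positive. The 8 tested genes were lower in mutants as a list (median 0.0674, adjusted p = 2.09e-04), with none called over all transcripts and 1, Mcam, called when adjusted over the list alone. This is not independent evidence, since the study chose the genes on these samples.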

Importantly, RNA ISH showed that expression of *Mcam*, a transmembrane cell adhesion molecule of the Immunoglobulin superfamily (Gu et al., 2015; Taira et al., 2004), and *Pappa*, a secreted molecule involved in skeletal muscle development (Rehage et al., 2007), is reduced at e12 in brachial MNs of *Hoxc8* MNΔ ^early^ mice (Figure 3F–G, Figure 1—figure supplement 2). Similar results for *Mcam* and *Pappa* were obtained with an RNA FISH method (Figure 3—figure supplement 1). In addition, we observed that *Sema5a* is expressed in embryonic (e12) but not postnatal brachial MNs, and this embryonic expression depends on Hoxc8 (Table 1, Figure 3F–G). Because *Sema5a* encodes a transmembrane protein of the Semaphorin protein family involved in axon guidance (Duan et al., 2014; Hilario et al., 2009; Lin et al., 2009), its dependency on *Hoxc8* could, at least partially, account for the previously reported MN axonal defects of *Hoxc8 MNΔ ^early^* mice (Catela et al., 2016).

Altogether, this analysis identified 11 terminal differentiation genes with continuous expression in brachial MNs (*Slc10a4, Nrg1, Nyap2, Sncg, Ngfr, Glra2, Slc44a5, Mcam, Pappa, Pex14, Tagln2),* 3 of which (*Nrg1, Mcam, Pappa*) constitute Hoxc8 targets (Table 1). Although additional, yet-to-be identified TFs (potential Hoxc8 collaborators) must regulate the remaining eight genes, our findings do suggest Hoxc8 is involved in MN terminal differentiation. This new role for Hox in vertebrate MN development is consistent with recent studies in the *C. elegans* nerve cord, where Hox genes also control MN terminal differentiation (Feng et al., 2020; Kratsios et al., 2017).

### Hoxc8 is required to maintain expression of terminal differentiation genes in brachial MNs

Our analysis of Hoxc8 MNΔ ^early^ mice at e12 suggests Hoxc8 controls the early expression of select terminal differentiation genes (*Nrg1, Mcam, Pappa*) in brachial MNs. However, the persistent expression of *Hoxc8* both in embryonic and early postnatal MNs raises the intriguing possibility of a continuous requirement (Figures 2A—4, Figure 4—figure supplement 1). Is *Hoxc8* required at later stages to maintain expression of terminal differentiation genes and thereby ensure the functionality of brachial MNs?

**Figure 4.**
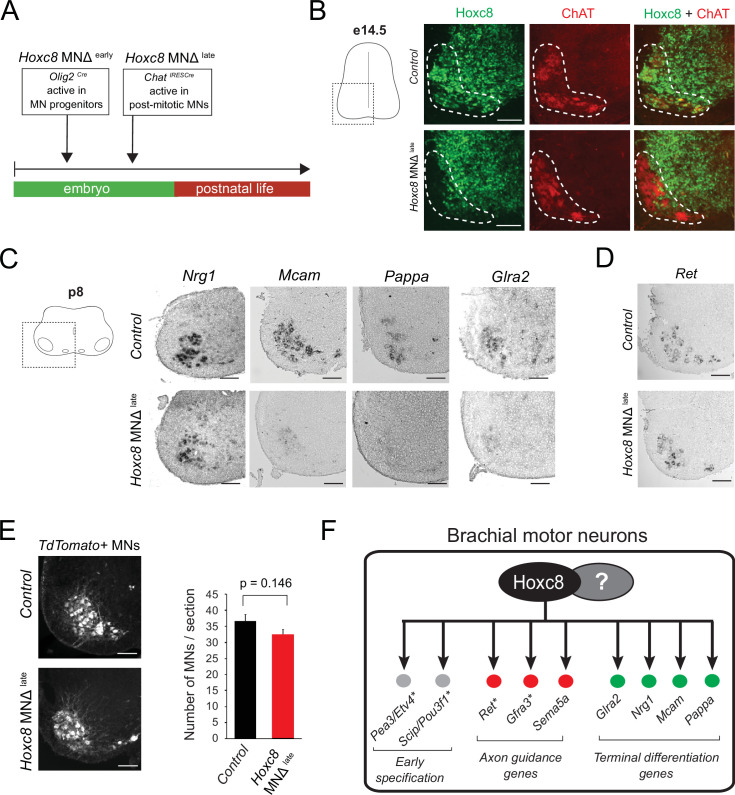
Late *Hoxc8* gene inactivation in brachial motor neurons (MNs) affects expression of terminal differentiation genes. (**A**) Diagram illustrating genetic approach for *Hoxc8* gene inactivation during late MN development. *Hoxc8* conditional mice were crossed with the *Chat^IRESCre^* mouse line (*Hoxc8* MNΔ^late^). (**B**) Immunohistochemistry showing that Hoxc8 protein (green) is not detected in ChAT-exprressing MNs (red) of *Hoxc8* MNΔ ^late^ spinal cords at e14.5 (N = 4). MN location is indicated with white dashed line. Hoxc8 is also expressed in other cell types outside the MN territory. Images of one side of the spinal cord are shown (boxed region in schematic at left). Scale bar: 100 μm. (**C**) RNA ISH showing reduced expression of *Pappa*, *Mcam*, *Glra2,* and *Nrg1* in *Hoxc8* MNΔ^late^ spinal cords at p8 (N = 4). Scale bar: 200 μm. (**D**) *Ret* expression is comparable between control and *Hoxc8* MNΔ^late^ spinal cords at p8 (N = 4). Scale bar: 200 μm. (**E**) Representative images and quantification of TdTomato-labeled MNs in p8 control (*Hoxc8^fl/fl^::Ai9*) and *Hoxc8 MNΔ ^late^* (*Hoxc8^fl/fl^::Chat^IRESCre^::Ai9*) spinal cords (N = 4). Scale bar: 200 μm. (**F**) Schematic summarizing *Hoxc8* target genes in brachial MNs. Asterisks indicate previously known Hoxc8 target genes.

**Figure 4—figure supplement 1.**
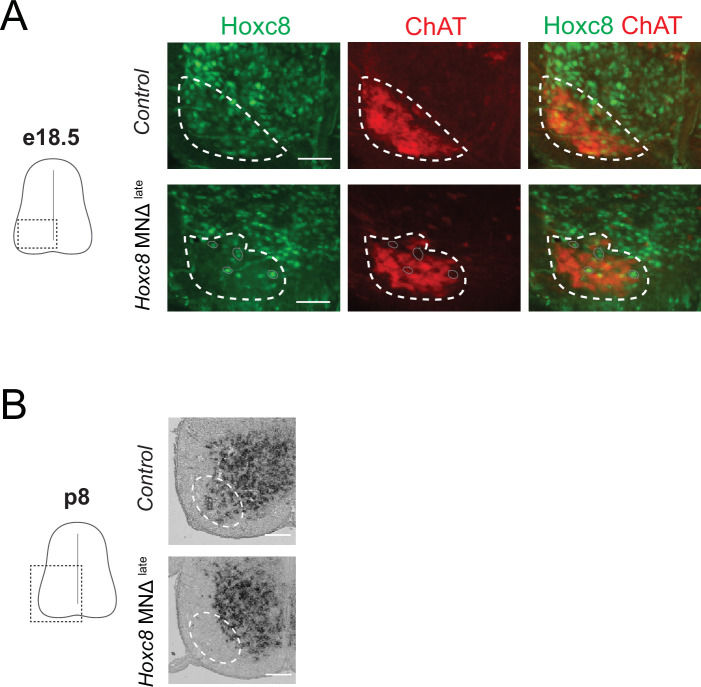
Depletion of Hoxc8 in brachial motor neurons (MNs) of *Hoxc8* MNΔ ^late^ mice. (**A**) Immunohistochemistry showing that Hoxc8 protein (green) is not detected in ChAT-expressing MNs (red) of *Hoxc8* MNΔ^late^ spinal cords at e18. (N = 3). MN location is indicated with white dashed line. Cells still expressing Hoxc8 (gray circles) are not MNs because they do not express ChAT. Scale bar: 100 μm. (**B**) RNA ISH shows no Hoxc8 expression in the expected location of brachial MNs of *Hoxc8* MNΔ^late^ mice at p8. Expression in other cells outside the MN territory is unaffected in *Hoxc8* MNΔ^late^ spinal cord. Scale bar: 200 μm.

To address this, we crossed the *Hoxc8^fl/fl^* mice with the *Chat^IRESCre^* mouse line, which enables efficient gene inactivation in postmitotic MNs around e13.5–e14.5 (Philippidou et al., 2012; Figure 4A). Given that postmitotic MNs are generated between e9.5 and e11.5 (Sims and Vaughn, 1979), this genetic strategy preserves *Hoxc8* expression in MNs at least for 2 days after their generation. Consistent with a previous study that used this *Chat^IRESCre^* line (Philippidou et al., 2012), we observed Hoxc8 protein depletion in brachial MNs at e14.5 and later stages (Figure 4B, Figure 4—figure supplement 1). We will therefore refer to the *Chat^IRESCre^::Hoxc8^fl/fl^* animals as *Hoxc8 MNΔ ^late^* because *Hoxc8* depletion in MNs occurs later compared to *Hoxc8 MNΔ ^early^* mice (Figure 4A). Interestingly, expression of the same terminal differentiation genes (*Nrg1, Mcam, Pappa*) we found affected in *Hoxc8* MNΔ ^early^ mice is also reduced in brachial MNs of *Hoxc8* MNΔ ^late^ mice at p8 (Figure 4C). This reduction is not due to secondary events affecting MN generation or survival because similar numbers of brachial MNs were observed in control and *Hoxc8* MNΔ ^late^ spinal cords at p8 (Figure 4E). Taken together, our findings on *Hoxc8* MNΔ ^early^ and *Hoxc8* MNΔ ^late^ mice strongly suggest a continuous requirement - *Hoxc8* is required to establish and maintain at later developmental stages the expression of several terminal differentiation genes in brachial MNs (Figure 4F).

### In brachial MNs, Hoxc8 partially modifies the suite of its target genes across different life stages

In the context of *C. elegans* MNs, our previous work revealed ‘temporal modularity’ in TF function (Li et al., 2020). That is, the suite of target genes of a continuously expressed TF, in the same cell type (e.g. MNs), is partially modified across different life stages. Here, we provide evidence for temporal modularity in *Hoxc8* function. We found that the terminal differentiation gene coding for the *glycine receptor subunit alpha-2 (Glra2*) (Young-Pearse et al., 2006) is affected in brachial MNs of *Hoxc8 MNΔ ^late^* mice at p8 (Figure 4C). No effect was observed in MNs of *Hoxc8* MNΔ ^early^ mice at e12 (Figure 1—figure supplement 2), indicating a selective *Hoxc8* requirement for maintenance of *Glra2*. Conversely, the expression of *Ret*, a known *Hoxc8* target gene involved in MN axon guidance (Bonanomi et al., 2012), is selectively reduced in brachial MNs of *Hoxc8* MNΔ ^early^ animals at e12 (Catela et al., 2016), but remains unaffected in *Hoxc8 MNΔ ^late^* animals at p8 (Figure 4D), suggesting Hoxc8 is only required for early *Ret* expression. Lastly, Hoxc8 can only activate expression of *Sema5a* (member of Semaphorin family) at embryonic stages (Figure 3F–G, Table 1). Contrary to these stage-specific Hoxc8 dependencies (Hoxc8 controls *Ret* and *Sema5a* at e12 and *Glra2* at p8), we also found that Hoxc8 is continuously required (both at e12 and p8) for expression of several terminal differentiation genes (*Nrg1, Mcam, Pappa*) (Figures 3F and 4C).

Altogether, these findings suggest that, in brachial MNs, Hoxc8 modifies the suite of its target genes at different developmental stages (Figure 4F). In Discussion, we elaborate on the functional significance of this phenomenon (temporal modularity).

### Hoxc8 is sufficient to induce its target genes and acts directly

To gain mechanistic insights, we analyzed recently published RNA-Seq and chromatin immunoprecipitation-sequencing (ChIP-seq) datasets on MNs derived from mouse embryonic stem cells (ESC), in which *Hoxc8* expression was induced with doxycycline (Bulajić et al., 2020). Our RNA-Seq analysis showed that induction of Hoxc8 (iHox8) resulted in upregulation of previously known *(Ret, Pou3f1 [Scip*]) and new (*Pappa, Glra2, Sema5a*) Hoxc8 target genes (Figure 5A). Moreover, ChIP-Seq for Hoxc8 in the context of these iHoxc8 ESC-derived MNs revealed binding in the *cis*-regulatory region of all these genes (Figure 5B), suggesting Hoxc8 acts directly to activate their expression. This in vitro data together with the in vivo findings in *Hoxc8* MNΔ ^early^ and *Hoxc8* MNΔ ^late^ mice (Figure 3F–G, Figure 3—figure supplement 1, Figure 4C) suggest that Hoxc8 is both necessary and sufficient for the expression of several of its target genes in spinal MNs.

**Figure 5.**
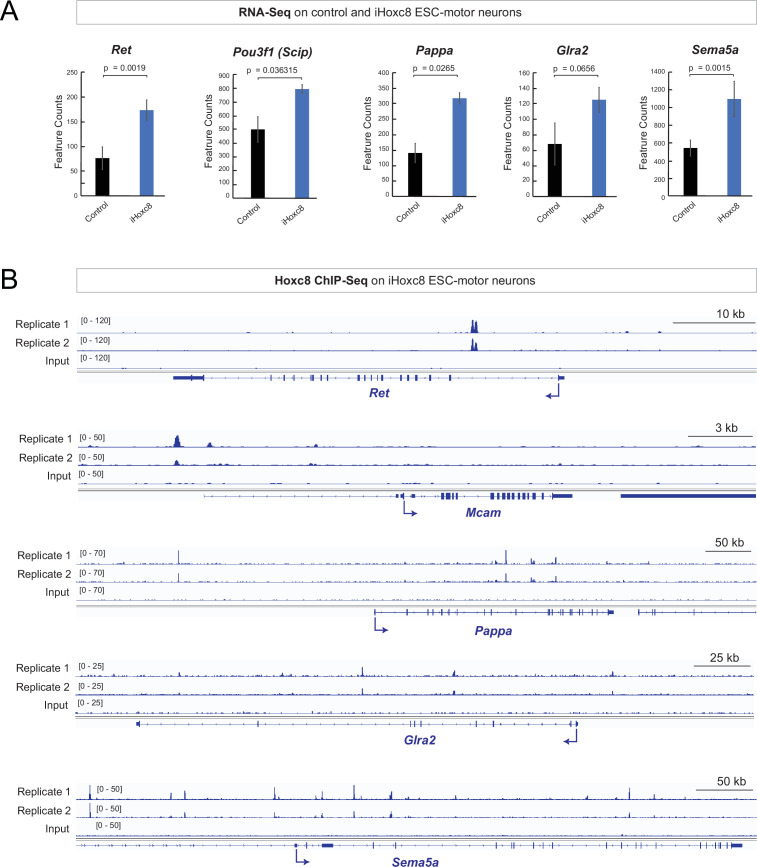
Hoxc8 sufficiency and direct mode of action. (**A**) Analysis of RNA-sequencing (RNA-Seq) data from control and iHoxc8 motor neurons (MNs) shows Hoxc8 is sufficient to induce the expression of previously known *(Ret, Pou3f1[Scip*]) and new (*Pappa, Glra2, Sema5a*) Hoxc8 target genes. GEO accession numbers: Control (GSM4226469, GSM4226470, GSM4226471) and iHoxc8 (GSM4226475, GSM4226476, GSM4226477). (**B**) Analysis of chromatin immunoprecipitation-sequencing (ChIP-Seq) data from iHoxc8 MNs shows Hoxc8 directly binds to the *cis*-regulatory region of its target genes (*Ret, Mcam, Pappa, Glra2, Sema5a*). GEO accession numbers: Input (GSM4226461) and iHoxc8 replicates (GSM4226436, GSM4226437). Snapshots of each gene locus were generated with Integrative Genomics Viewer (IGV, Broad Institute).

**Figure 5—figure supplement 1.**
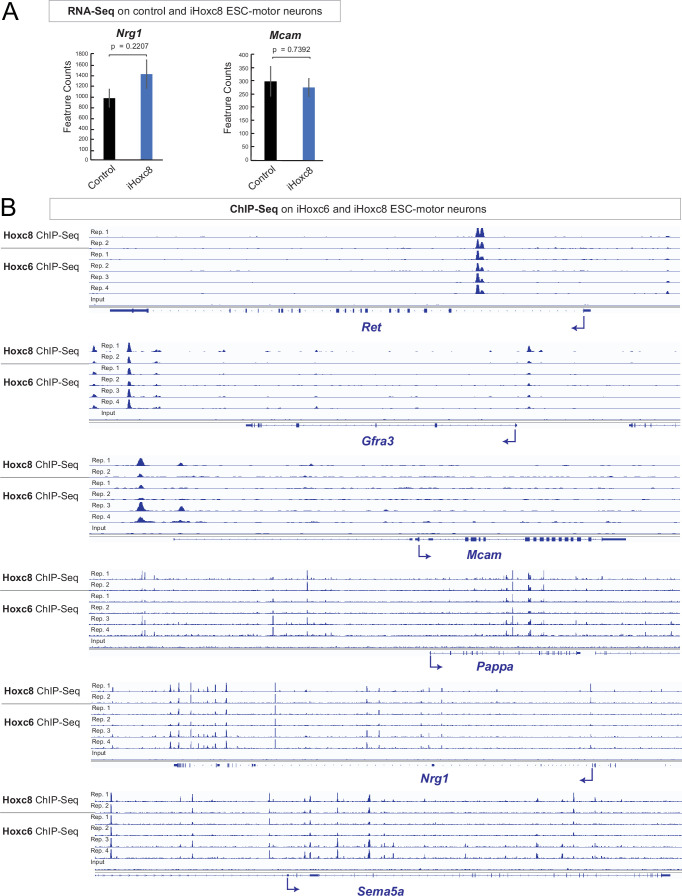
Hoxc6 and Hoxc8 bind to the same *cis*-regulatory regions of Hoxc8 target genes. (**A**) Analysis of RNA-sequencing (RNA-Seq) data from control and iHoxc8 motor neurons (MNs) shows Hoxc8 is not sufficient to induce expression of *Nrg1* and *Mcam*. GEO accession numbers: Control (GSM4226469, GSM4226470, GSM4226471) and iHoxc8 (GSM4226475, GSM4226476, GSM4226477). (**B**) Analysis of chromatin immunoprecipitation-sequencing (ChIP-Seq) data from iHoxc8 and iHoxc6 MNs shows both Hox proteins directly bind to the *cis*-regulatory region of several Hoxc8 target genes (*Ret, Mcam, Gfra3, Pappa, Nrg1, Sema5a*). GEO accession numbers: Input (GSM4226461), iHoxc8 replicates (GSM4226436, GSM4226437) and iHoxc6 replicates (GSM4226434, GSM4226435, GSM4226450, GSM4226451). Snapshots of each gene locus were generated with Integrative Genomics Viewer (IGV, Broad Institute).

Importantly, not all Hoxc8 target genes (e.g. *Nrg1, Mcam*) we identified in vivo are upregulated in iHoxc8 ESC-derived MNs (Figure 5—figure supplement 1). This is likely due to the lack of Hoxc8 collaborating factors in these in vitro generated MNs. A putative collaborator is Hoxc6 because (a) *Hoxc6* and *Hoxc8* are coexpressed in embryonic brachial MNs (Catela et al., 2016), (b) animals lacking either *Hoxc6* or *Hoxc8* in brachial MNs display similar axon guidance defects (Catela et al., 2016), and (c) Hoxc6 and Hoxc8 control the expression of the same axon guidance molecule (*Ret*) in brachial MNs (Catela et al., 2016). Supporting the notion of collaboration, our analysis of available ChIP-seq data for Hoxc6 and Hoxc8 from iHoxc6 and iHoxc8 ESC-derived MNs (Bulajić et al., 2020), respectively, showed that these Hox proteins bind directly on the *cis*-regulatory region of previously known (*Ret, Gfra3*) and new (*Mcam, Pappa, Nrg1, Sema5a*) Hoxc8 target genes (Figure 5—figure supplement 1).

### *Hoxc8* gene activity is necessary for brachial motor neuron function

We next sought to assess any potential behavioral defects in adult *Hoxc8* MNΔ ^early^ and *Hoxc8* MNΔ ^late^ animals by evaluating their motor coordination (Deacon, 2013), forelimb grip strength (Takeshita et al., 2017), and treadmill performance (Wozniak et al., 2019). No defects were observed in *Hoxc8* MNΔ ^early^ and *Hoxc8* MNΔ ^late^ mice during the rotarod performance test (Figure 6—figure supplement 1), suggesting balance and motor coordination are normal in these animals. Next, we evaluated forelimb grip strength because brachial MNs innervate forelimb muscles. We found a statistically significant defect in *Hoxc8* MNΔ^early^ mice, but not in *Hoxc8* MNΔ^late^ mice (Figure 6A–B). Lastly, we tested these animals for their ability to run on a treadmill for a period of 30 s. At a low speed (15 cm/s), we observed statistically significant defects in *Hoxc8* MNΔ^early^ mice. That is, 64.28% of *Hoxc8* MNΔ^early^ mice fell off the treadmill in the first 5 s of the trial compared to 28.57% of control mice (p=0.0108) (Figure 6C**,** Figure 6—videos 1; 2). Moreover, 0% of *Hoxc8* MNΔ^early^ mice were able to stay longer than 20 s on the treadmill compared to 42.85% of control mice (Figure 6C). On the other hand, statistically significant defects were observed in *Hoxc8* MNΔ^late^ mice only when the treadmill speed was increased to 25 cm/s (Figure 6C–D). That is, 43.33% of *Hoxc8* MNΔ ^late^ mice fell off the treadmill in the first 5 s of the trial compared to 17.39% of control mice (p=0.0461) (Figure 6D**,** Figure 6—videos 3; 4). Together, these data show that *Hoxc8* MNΔ^late^ mice display a milder behavioral phenotype compared to *Hoxc8* MNΔ^early^ mice. This is likely due to the fact that *Hoxc8* MNΔ^early^ mice display a composite phenotype i.e. defects in early MN specification and axon guidance (Catela et al., 2016) combined with terminal differentiation defects (this study), whereas the *Hoxc8* MNΔ^late^ mice only display terminal differentiation defects (this study). Although we cannot exclude the possibility that the terminal differentiation defects of *Hoxc8* MNΔ^early^ mice are a consequence of their early MN specification defects, this is unlikely as Hoxc8 binds directly to the *cis*-regulatory region of terminal differentiation genes (*Mcam, Pappa, Glra2*) (Figure 5B).

**Figure 6.**
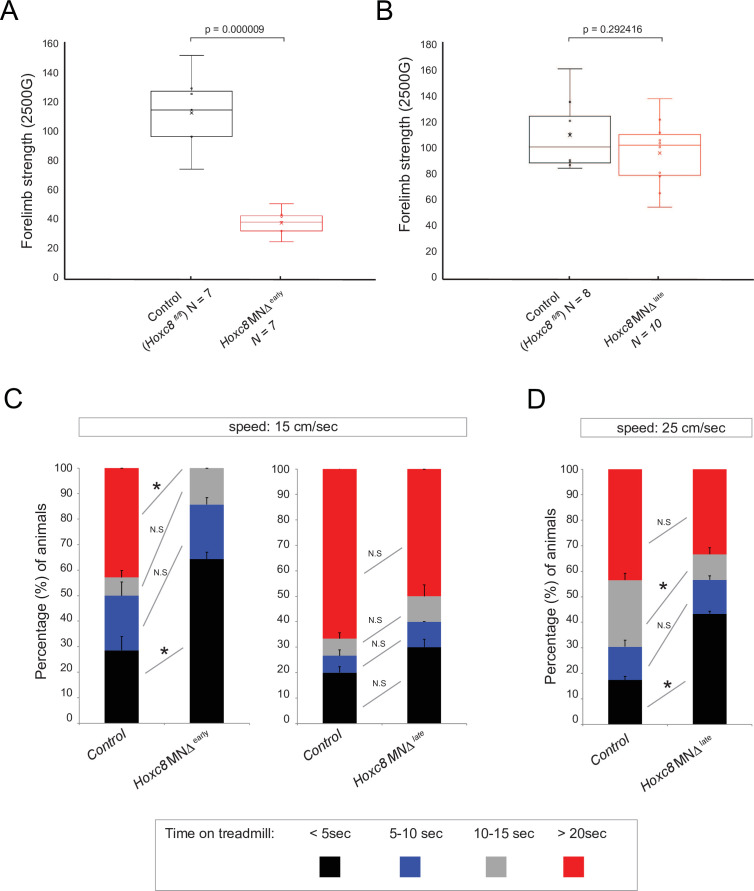
Brachial motor neuron (MN) function is impaired upon Hoxc8 depletion. (**A**) Forelimb grip strength analysis on control (*Hoxc8 ^fl/fl^*, N = 7) and *Hoxc8* MNΔ ^early^ (N = 8) adult mice. See Methods for details. (**B**) Forelimb grip strength analysis on control (*Hoxc8 ^fl/fl^*, N = 7) and *Hoxc8* MNΔ ^late^ (N = 8) adult mice. (**C**). Treadmill analysis (at 15 cm/s speed) on control (*Hoxc8 ^fl/fl^*, N = 7) and *Hoxc8* MNΔ ^early^ (N = 8) adult mice, as well as on control (*Hoxc8 ^fl/fl^*, N = 8) and *Hoxc8* MNΔ ^late^ (N = 10) adult mice. See Methods for details. Asterisk (*) indicates p=0.0108. Experiment repeated twice. (**D**). Treadmill analysis (at 25 cm/s speed) on control (*Hoxc8 ^fl/fl^*, N = 8) and *Hoxc8* MNΔ ^late^ (N = 10) adult mice. Treadmill speed at 25 cm/s. Asterisk (*) indicates p=0.0461. Experiment repeated three times. The 30-s long videos were analyzed and data were binned into four categories based on the duration of each mouse’s stay on the treadmill (category 1 [black]: <5 s; category 2 [blue]: 5–10 s; category 3 [gray]: 10–15 s; category 4 [red]: >20 s).

**Figure 6—figure supplement 1.**
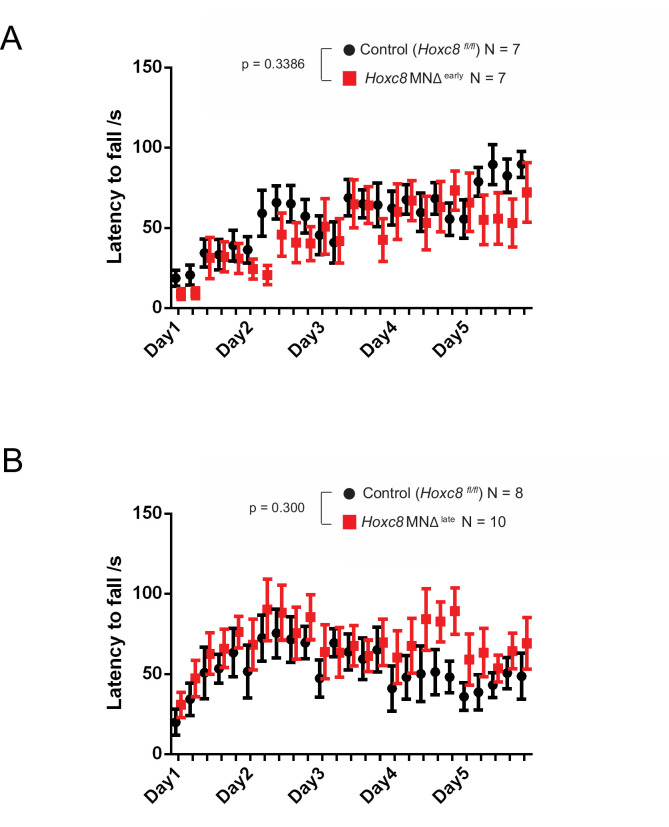
Rotarod performance test on *Hoxc8* MNΔ ^early^ and *Hoxc8* MNΔ ^late^ mice. (**A**) Rotarod performance test conducted on 4–5 month-old *Hoxc8* MNΔ ^early^ female mice (N = 7) and control littermates (*Hoxc8 ^fl/fl^*) (N = 7). Two-way ANOVA (Prism Software), Genotype main effect, F (1, 12) = 0.9932; p=0.3386. (**B**) Rotarod performance test conducted on 2–5 month-old *Hoxc8* MNΔ ^late^ female mice (N = 8) and control littermates (*Hoxc8 ^fl/fl^*) (N = 10). Two-way ANOVA (Prism Software), Genotype main effect, F (1, 16) = 1.147; p=0.300.

**Figure 6—figure supplement 2.**
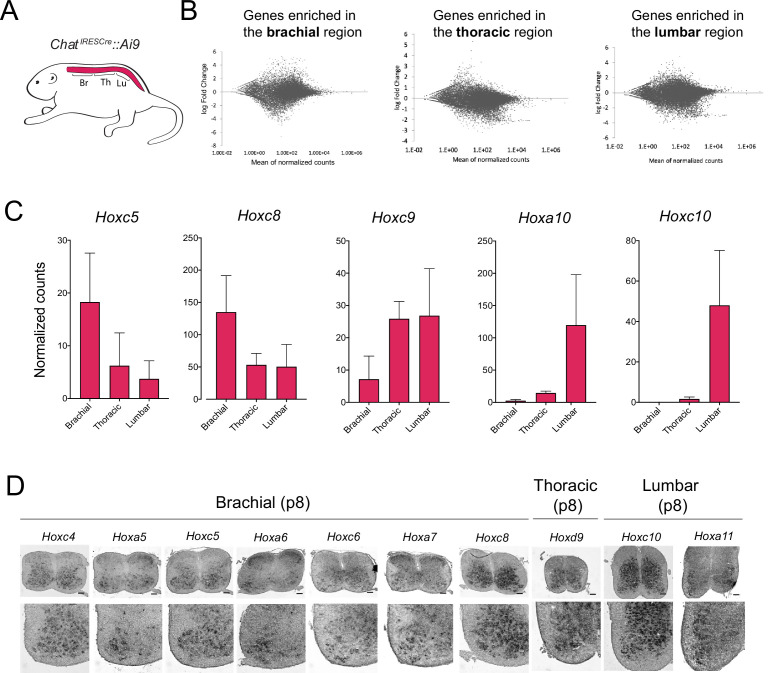
Different Hox genes are expressed in brachial, thoracic, and lumbar motor neurons (MNs) at postnatal day 8. (**A**) Schematic showing the different regions of the p8 spinal cord (brachial, thoracic, lumbar) used for RNA-sequencing (RNA-Seq) analysis. The *Chat^IRESCre^::Ai9* mouse line was used to fluorescently label MNs (see Materials and methods). (**B**) MA plots showing the differential expression of genes (each dot is an individual transcript) in brachial, thoracic, and lumbar regions. (**C**) Plots showing the normalized counts of *Hoxc5, Hoxc8, Hoxc9, Hoxa10,* and *Hoxc10* transcripts in the brachial, thoracic, and lumbar regions of the spinal cord. (**D**) RNA ISH was used to independently validate the RNA-Seq data shown in panels B-C. Expression of *Hoxc4, Hoxa5, Hoxc5, Hoxa6, Hoxc6, Hoxa7*, and *Hoxc8* was assessed in p8 brachial MNs, and is also shown in Figure 2 (panel A). Expression of *Hoxd9* was assessed in p8 thoracic MNs, whereas *Hoxc10* and *Hoxa11* were evaluated in p8 lumbar MNs (N = 4). Scale bar: 200 μm.

**Figure 6—video 1.** Treadmill test on control (*Hoxc8 ^fl/fl^*) littermate of *Hoxc8* MNΔ ^early^ mice.

**Figure 6—video 2.** Treadmill test on a *Hoxc8* MNΔ ^early^ mouse.

**Figure 6—video 3.** Treadmill test on control (*Hoxc8 ^fl/fl^*) littermate of *Hoxc8* MNΔ ^late^ mice.

**Figure 6—video 4.** Treadmill test on a *Hoxc8* MNΔ ^late^ mouse.

### Hox gene expression is maintained in thoracic and lumbar MNs at postnatal stages

In brachial MNs, we found that the expression of multiple Hox genes (*Hoxc4, Hoxa5, Hoxc5, Hoxa6, Hoxc6, Hoxa7, Hoxc8*) is maintained from embryonic to early postnatal stages (Figure 2A). We wondered whether sustained Hox gene expression in MNs is a broadly applicable theme to other rostrocaudal domains of the spinal cord. We therefore performed RNA-Seq on thoracic and lumbar FACS-isolated MNs from *ChAT^IRESCre^::Ai9* mice at p8 (see Materials and methods) (Figure 6—figure supplement 2). 

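Thoracic MNs innervate the body wall and sympathetic ganglia, and lumbar MNs innervate the hindlimb. Each level of the cord is marked by Hox genes of higher paralog number toward the tail. The thoracic and lumbar cells were sorted at p8 in the same way as the brachial ones, by tdTomato from the Chat locus.

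The labels list 3 samples per region. The authors' deposited tables compare each region with the other two by DESeq2, and the 3 tables share the mean normalized count over all 9 samples for each of 27179 genes. They give no value per sample, so the level of each region was solved from the 3 tables together by least squares. For 97.0% of genes with a base mean of at least 10, the levels summed over regions lay within 10% of the sum that the base mean gives. Fold changes of genes with few reads are drawn toward 0 in these tables.

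P-values were adjusted over the genes that have one, 18368 in the brachial, 18152 in the thoracic and 18270 in the lumbar comparison. The paper states a p under 0.05 for its tests in general, and an adjusted p under 0.05 was taken here. By this measure 33 genes were higher and 15 lower in brachial samples, 2 were higher and 0 lower in thoracic samples, and 1 was higher and 3 lower in lumbar samples. The 15 genes lower in brachial samples became 24 with the authors' own adjusted p, 26 with a base mean of at least 10 and 23 with fold changes re-centred on their median. Without adjustment, 602 genes were higher and 600 lower in brachial, 90 and 174 in thoracic and 208 and 318 in lumbar samples. The median log2 fold change of genes with a base mean of at least 100 was -0.142 in the thoracic comparison.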

Our analysis indeed revealed that, similar to our observations in the brachial domain, additional Hox genes are expressed postnatally (p8) in thoracic (*Hoxd9*) and lumbar (*Hoxa10, Hoxc10, Hoxa11*) MNs (Figure 6—figure supplement 2A-C). 

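Hox genes of paralog groups 4 to 8 are read in the brachial cord, group 9 in the thoracic cord and groups 10 to 13 in the lumbar cord. The neighbours Hoxd9, Hoxd10 and Hoxd8 lie in the HoxD cluster on chromosome 2, Hoxa10 and Hoxa11 in the HoxA cluster on chromosome 6, and Hoxc8, Hoxc9 and Hoxc10 in the HoxC cluster on chromosome 15.

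In normalized counts, Hoxd9 (chromosome 2 from 74697763 to 74700208 of GRCm38) had levels of 0.738 brachial, 14.2 thoracic and 92.7 lumbar, and its log2 fold change of lumbar over the other two regions had a 95% interval of 1.89 to 6.01 (adjusted p = 0.333). Its interval in the thoracic comparison was -3.35 to 0.48. From the brachial table alone its brachial level was 3.33, and that of Hoxc10 was 3.39. Hoxa10 (chromosome 6 from 52231197 to 52240854) had 4.47 brachial, 24.7 thoracic and 108 lumbar (lumbar interval 0.93 to 4.94), and Hoxc10 (chromosome 15 from 102966796 to 102971898) had 1.83 brachial, 8.48 thoracic and 39.3 lumbar (lumbar interval 0.92 to 5.53). Levels of Hoxa11 (chromosome 6 from 52242105 to 52245810) were 2.00 brachial, 3.97 thoracic and 14.9 lumbar, with a lumbar interval of 0.21 to 4.82 and no p-value.

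Hoxa9 was the Hox gene called singly, lower in brachial samples at 9.76 brachial, 66.2 thoracic and 188 lumbar (interval -5.95 to -2.15, adjusted p = 0.0251). Hoxc8 had 127 brachial, 58.0 thoracic and 54.0 lumbar (brachial interval -0.47 to 2.88) and Hoxc5 had 14.9 brachial, 7.69 thoracic and 5.61 lumbar, and neither was called. Levels of Hoxc9 were 10.8 brachial, 23.9 thoracic and 25.1 lumbar, and those of Hoxd8 were 316 brachial, 403 thoracic and 364 lumbar.

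As a list, the 3 tested Hox genes of groups 10 to 13 were higher in lumbar samples (median log2 fold change 3.10, adjusted p = 1.04e-05) and lower in brachial samples (median -2.77, adjusted p = 0.00664). The 4 Hox 9 genes were higher in lumbar samples (median 1.94, adjusted p = 1.86e-04) and lower in brachial samples (median -3.16, adjusted p = 3.73e-04). In the thoracic comparison neither list was called (adjusted p = 0.529 for Hox 9 and 0.117 for Hox 10 to 13). The 12 genes of groups 4 to 8 were lower in brachial samples (median -0.90, adjusted p = 0.0423, and 0.121 with an inter-gene correlation of 0.05) and higher in lumbar samples (median 0.90, adjusted p = 0.00477, and 0.0250 with that correlation). Adjusted over the list alone, 2 Hox 9 genes and 1 gene of groups 10 to 13 were lower in brachial samples, 2 and 2 were higher in lumbar samples, and none of groups 4 to 8 was called. From the Hox genes of thoracic and lumbar MNs at p8 (Figure 6—figure supplement 2A-C), the paper proposes additional roles of these genes at later embryonic and postnatal stages.

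**Figure D4:**
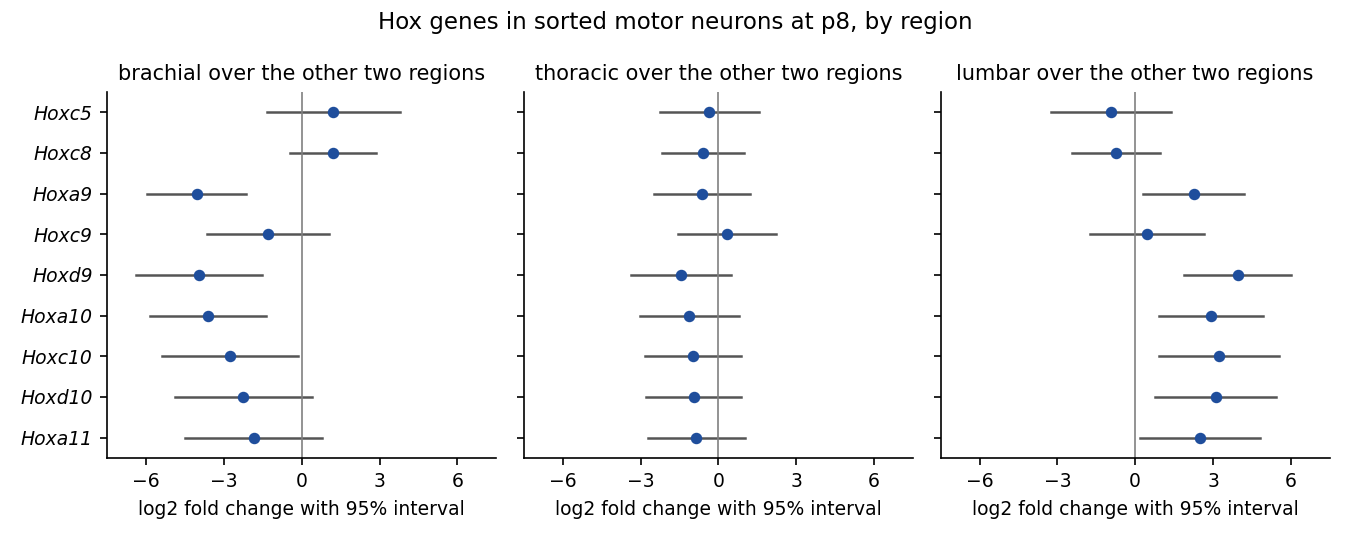
Log2 fold change of each region over the other two at p8 (axis in log2, a panel per region) for 9 Hox genes, with bars for the 95% interval. In the lumbar panel the whole intervals of Hoxd9, Hoxa9, Hoxa10, Hoxa11 and Hoxc10 lie above 0, and in the brachial panel those of Hoxd9, Hoxa9, Hoxa10 and Hoxc10 lie below 0.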

We further confirmed these findings with RNA ISH (Figure 6—figure supplement 2D). While the functions of some of these Hox genes are known during the early steps of MN development (Philippidou and Dasen, 2013), their continuous expression suggests additional roles at later embryonic and postnatal stages. Genetic inactivation of these genes at successive developmental stages will determine whether they function in a manner similar to *Hoxc8*, suggesting a more general Hox-based strategy for the control of spinal MN terminal differentiation.

## Discussion

Somatic MNs in the spinal cord innervate hundreds of skeletal muscles and control a variety of motor behaviors, such as locomotion, skilled movement, and postural control. Although we are beginning to understand the molecular programs that control the early steps of spinal MN development (Osseward and Pfaff, 2019, Philippidou and Dasen, 2013; Stifani, 2014), how these clinically relevant cells acquire and maintain their terminal differentiation features (e.g. NT phenotype, electrical, and signaling properties) remains poorly understood. In this study, we focused on the brachial region of the mouse spinal cord and determined the molecular profile of postmitotic MNs at a developmental and a postnatal stage. This longitudinal approach identified genes with continuous expression in brachial MNs, encoding novel TFs and effector molecules critical for neuronal terminal differentiation (e.g. ion channels, NT receptors, signaling proteins, adhesion molecules). Interestingly, we also found that most TFs, previously implicated in the early steps of brachial MN development (e.g. initial specification, axon guidance, circuit assembly), such as LIM- and Hox-type TFs (di Sanguinetto et al., 2008, Philippidou and Dasen, 2013; Stifani, 2014), continue to be expressed in these cells postnatally (p8). Such maintained expression suggested additional roles for these factors during later developmental stages. To test this idea, we focused on *Hoxc8*, identified its target genes, and uncovered a continuous requirement for Hoxc8 in the establishment and maintenance of select MN terminal differentiation features. Our findings dovetail recent Hox studies in the *C. elegans* nervous system (Feng et al., 2020; Kratsios et al., 2017; Zheng et al., 2015) and suggest an evolutionarily conserved role for Hox proteins in the control of neuronal terminal differentiation.

### Hoxc8 partially modifies the suite of its target genes to control multiple aspects of brachial MN development

Despite their fundamental roles in patterning the vertebrate hindbrain and spinal cord (Krumlauf, 2016; Parker and Krumlauf, 2017; Philippidou and Dasen, 2013), the downstream targets of Hox proteins in the nervous system remain poorly defined. In this study, we uncovered several *Hoxc8* target genes encoding different classes of proteins (*Sema5a* - axon guidance molecule; *Glra2, Nrg1, Mcam, Pappa* - terminal differentiation genes) (Figures 3E and 4F), suggesting *Hoxc8* controls different aspects of brachial MN development through the regulation of these genes.

In mice, Hoxc8 is expressed in MNs of the MMC and LMC columns between segments C6 and T1 of the spinal cord (Catela et al., 2016; Tiret et al., 1998), herein referred to as ‘brachial MNs’. Previous studies using either global *Hoxc8* knock-out or *Hoxc8* MNΔ ^early^ mice reported aberrant connectivity of forelimb muscles (Catela et al., 2016; Tiret et al., 1998). It was proposed that this early developmental phenotype likely arises due to reduced expression of axon guidance molecules, such as *Ret* and *Gfrα3,* in brachial MNs of *Hoxc8* MNΔ ^early^ mice (Catela et al., 2016). Another early developmental defect previously observed in *Hoxc8 MNΔ ^early^* mice is the reduced expression of MN pool-specific markers *(Pou3f1 [Scip], Etv4 [Pea3])* within the LMC (Figure 4F), albeit the overall organization of brachial MNs into MMC and LMC columns appears normal (Catela et al., 2016). Although these findings implicate Hoxc8 in the early steps of brachial MN development, it remained unclear whether Hoxc8 controls additional aspects of MN development during later stages.

In this study, we propose that Hoxc8 controls select features of brachial MN terminal differentiation, such as the expression of the glycine receptor subunit *Glra2*, the cell adhesion molecule *Mcam,* the secreted signaling protein *Pappa*, and a molecule associated with neurotransmission and neuromuscular synapse maintenance (*Nrg1*). We found that all these molecules are expressed continuously in embryonic and postnatal (p8) brachial MNs. By removing *Hoxc8* gene activity either at an early (*Hoxc8* MNΔ ^early^ mice) or late (*Hoxc8* MNΔ ^late^ mice) developmental stage, we uncovered a continuous Hoxc8 requirement for the initial expression and maintenance of *Mcam, Pappa*, and *Nrg1*. Intriguingly, we also found evidence for temporal modularity in Hoxc8 function, that is, the suite of Hoxc8 targets in brachial MNs is partially modified at different developmental stages. Two lines of evidence support this notion: (a) expression of the terminal differentiation gene *Glra2* is only affected in *Hoxc8* MNΔ ^late^ mice, indicating a selective *Hoxc8* requirement for *Glra2* maintenance in MNs, and (b) expression of two axon guidance molecule (*Sema5a, Ret*) is only affected in MNs of *Hoxc8* MNΔ ^early^ mice.

What is the purpose of such temporal modularity? We propose that Hoxc8 partially modifies the suite of its target genes at different life stages to control different facets of brachial MN development, such as early MN specification, axon guidance, and terminal differentiation (Figure 4F). During early development, Hoxc8 controls early specification markers *(Etv4 [Pea3], Pou3f1[Scip])*, as well as axon guidance molecules, such as *Ret* (Bonanomi et al., 2012; Catela et al., 2016) and *Sema5a* (this study) in order to ensure proper MN-muscle connectivity. Consistent with this idea, similar axon guidance defects occur in *Hoxc8* and *Ret* mutant mice (Catela et al., 2016). During late development, Hoxc8 maintains the expression of the glycine receptor subunit *Glra2,* a terminal differentiation marker necessary for glycinergic input to brachial MNs (Young-Pearse et al., 2006). Apart from Hoxc8, temporal modularity has been recently described for two other TFs: UNC-3 in *C. elegans* MNs and Pet-1 in mouse serotonergic neurons (Li et al., 2020; Wyler et al., 2016). Like Hoxc8, UNC-3 and Pet-1 control various aspects of *C. elegans* motor and mouse serotonergic neurons (e.g. axon guidance, terminal differentiation) (Donovan et al., 2019; Kratsios et al., 2011, Liu et al., 2010; Prasad et al., 1998). Although the mechanistic basis of such modularity remains poorly understood, a possible scenario is the employment of transient enhancers – a mechanism recently proposed for maintenance of gene expression in in vitro differentiated spinal MNs (Rhee et al., 2016). We surmise that temporal modularity in TF function may be a broadly applicable mechanism enabling a single TF to control different, temporally segregated ‘tasks/processes’ within the same neuron type.

### A new role for Hox in the mouse nervous system: establishment and maintenance of neuronal terminal differentiation

Much of our current understanding of Hox protein function in the nervous system stems from studies in the vertebrate hindbrain and spinal cord, as well as the *Drosophila* ventral nerve cord (Baek et al., 2013; Baek et al., 2019; Estacio-Gómez and Díaz-Benjumea, 2014; Estacio-Gómez et al., 2013; Karlsson et al., 2010; Mendelsohn et al., 2017; Miguel-Aliaga and Thor, 2004; Moris-Sanz et al., 2015; Parker and Krumlauf, 2017; Philippidou and Dasen, 2013). This large body of work has established Hox proteins as critical regulators of the early steps of neuronal development including cell specification, migration, survival, axonal path finding, and circuit assembly. However, the functions of Hox proteins in later steps of nervous system development remain poorly understood. Recent work on invertebrate Hox genes has begun to address this knowledge gap. In *Drosophila* MNs necessary for feeding, *Deformed (Dfd*) is required to maintain neuromuscular synapses (Friedrich et al., 2016). In *C. elegans* touch receptor neurons, the anterior (*ceh-13*) and posterior (*egl-5*) Hox genes control the expression levels of the LIM homeodomain protein MEC-3, which in turn controls touch receptor terminal differentiation (Zheng et al., 2015). In the *C. elegans* ventral nerve cord, midbody (*lin-39, mab-5*) and posterior (*egl-5*) Hox genes control distinct terminal differentiation features of midbody and posterior MNs, respectively (Kratsios et al., 2017). LIN-39 binds to the *cis*-regulatory region of multiple terminal differentiation genes (e.g. ion channels, NT receptors, signaling molecules) and is required for their maintained expression in MNs during postembryonic stages (Feng et al., 2020).

Our Hoxc8 findings in mice support the hypothesis that Hox-mediated control of later aspects of neuronal development (e.g. terminal differentiation) is evolutionarily conserved from invertebrates to mammals. Similar to *C. elegans* Hox genes, mouse *Hoxc8* is continuously expressed in brachial MNs from embryonic to early postnatal stages, and sustained *Hoxc8* gene activity is required to establish and maintain at later developmental stages the expression of several terminal differentiation genes. This noncanonical, late function of *Hoxc8* may be shared by other Hox genes in the mouse nervous system. In the spinal cord, we found several other Hox genes (*Hoxc4, Hoxa5, Hoxc5, Hoxa6, Hoxc6, Hoxa7*) to be continuously expressed in brachial MNs, potentially acting as Hoxc8 collaborators. We made similar observations in thoracic (*Hoxd9*) and lumbar (*Hoxc10, Hoxa11*) MNs (Figure 6—figure supplement 2). Moreover, expression of multiple Hox genes has been observed in the adult mouse and human brain, leading to the hypothesis that maintained Hox gene expression is necessary for activity-dependent synaptic pruning and maturation (Hutlet et al., 2016; Takahashi et al., 2004). To date, the functional significance of maintained Hox gene expression in the CNS remains largely unknown, and temporally controlled genetic approaches are required to fully elucidate the late functions of this remarkable class of highly conserved TFs.

### The quest for terminal selectors of spinal motor neuron identity

Numerous genetic studies in the nematode *C. elegans* support the idea that continuously expressed TFs (termed ‘terminal selectors’) establish during development and maintain throughout postembryonic life the identity and function of individual neuron types by activating the expression of terminal differentiation genes (e.g. NT biosynthesis components, ion channels, adhesion, and signaling molecules) (Deneris and Hobert, 2014; Hobert, 2008; Hobert, 2016). Multiple cases of terminal selectors for various neuron types have already been described in flies, cnidarians, marine chordates, and mice, suggesting deep conservation for this type of regulators (Allan and Thor, 2015; Deneris and Hobert, 2014; Hobert, 2008; Hobert, 2016; Hobert and Kratsios, 2019; Tournière et al., 2020). However, it remains unclear whether spinal MNs in vertebrates employ a terminal selector type of mechanism to acquire and maintain their terminal differentiation features. Addressing this knowledge gap could aid the development of in vitro protocols for the generation of mature and terminally differentiated spinal MNs, a much anticipated goal in the field of MN disease modeling (Sances et al., 2016).

Three lines of evidence implicate *Hoxc8* in the control of MN terminal differentiation. First, *Hoxc8* is expressed continuously, from embryonic to early postnatal stages, in brachial MNs. Second, our in vivo data and in vitro analysis suggest Hoxc8 is both necessary and sufficient for the expression of several of its target genes in MNs - such mode of action is reminiscent of terminal selectors (Flames and Hobert, 2009; Kratsios et al., 2011). Third, both early and late removal of *Hoxc8* in brachial MNs affected the expression of several terminal differentiation genes, suggesting a continuous requirement. However, *Hoxc8* does not act alone - loss of *Hoxc8* did not completely eliminate the expression of its target genes (Figures 3F–G–4C). This residual expression indicates that additional TFs are necessary to control brachial MN terminal differentiation. As mentioned in Results, one such factor is *Hoxc6*, which is coexpressed with *Hoxc8* in brachial MNs during embryonic and postnatal stages (Catela et al., 2016; Figure 2A). Importantly, Hoxc6 and Hoxc8 bind directly on the *cis*-regulatory regions of the same terminal differentiation genes in the context of mouse ESC-derived MNs (Figure 5—figure supplement 1). Another putative Hoxc8 collaborator is the LIM homeodomain protein *Islet1* (*Isl1*), which is required for early induction of genes necessary for ACh biosynthesis in mouse spinal MNs and the in vitro generation of MNs from human pluripotent stem cells (Cho et al., 2014; Qu et al., 2014; Rhee et al., 2016). Interestingly, *Isl1* is expressed continuously in brachial MNs (Figure 2) and amplifies its own expression (Erb et al., 2017) - both defining features of a terminal selector gene. In addition to Hoxc6 and Isl1*,* our expression analysis revealed multiple TFs from different families (e.g. Hox, Irx, LIM) with continuous expression in brachial MNs (Figure 2, Table 2). In the future, temporally controlled gene inactivation studies are needed to determine whether these TFs participate in the control of spinal MN terminal differentiation. Intriguingly, the majority of the TFs with continuous expression in brachial MNs belong to the homeodomain family. Homeodomain TFs are overrepresented in the current list of *C. elegans* and mouse terminal selectors (Deneris and Hobert, 2014; Reilly et al., 2020; Serrano-Saiz et al., 2013), suggesting an ancient role for this family of regulatory factors in the control of neuronal terminal differentiation.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	*Mnx1-GFP*	PMID:12176325	Not available	Not available
Genetic reagent (*M. musculus*)	*Ai9*	PMID:20023653	MGI: J:155,793	Not available
Genetic reagent (*M. musculus*)	*Hoxc8 ^fl/fl^*	PMID:19621436	Not available	Not available
Genetic reagent (*M. musculus*)	*Olig2^Cre^*	PMID:18046410	MGI: 3774124	Not available
Genetic reagent (*M. musculus*)	*Chat^IRESCre^*	PMID:21284986	MGI: J:169,562	Not available
Antibody	anti-ChAT(Goat polyclonal)	Millipore	Cat# AB144P, RRID:AB_2079751	IF (1:100)
Antibody	anti-FoxP1 (Rabbit polyclonal)	Dasen lab	CU1025	IF(1:32000)
Antibody	anti-RFP (Rabbit polyclonal)	Rockland	Cat# 600-401-379S, RRID:AB_11182807	IF(1:500)
Antibody	anti-Alexa 488-Hoxc8 (mouse monoclonal)	Dasen lab	Not applicable	IF(1:1500)
Antibody	anti-GFAP (Chicken polyclonal)	Millipore	Cat# AB5541, RRID:AB_177521	IF(1:200)
Antibody	anti-CD11b (Rat monoclonal)	Bio-Rad	Cat# MCA711, RRID:AB_321292	IF(1:50)
Antibody	anti-mPea3 (Rabbit polyclonal)	Dasen lab	Not applicable	IF(1:32000)
Antibody	anti-Digoxigenin-POD, Fab fragments (Sheep polyclonal)	Roche Diagnostics Deutschland GmbH	Cat# 11207733910	IF(1:3000)
Antibody	Cy3 AffiniPure anti-Goat IgG (Donkey polyclonal)	Jackson ImmunoResearch Labs	Cat# 705-165-147, RRID:AB_2307351	IF(1:800)
Antibody	Alexa Fluor 488 anti-Rabbit IgG (Donkey)	Thermo Fisher Scientific	Cat# A-21206, RRID:AB_2535792	IF(1:1000)
Antibody	Cy3 AffiniPure anti- Rabbit IgG (Donkey polyclonal)	Jackson ImmunoResearch Labs	Cat# 711-165-152, RRID:AB_2307443	IF(1:800)
Antibody	Alexa Fluor 488 anti-Goat IgG (Donkey polyclonal)	Thermo Fisher Scientific	Cat# A-11055, RRID:AB_2534102	IF(1:1000)
Antibody	Alexa Fluor 488 anti-mouse IgG (Donkey polyclonal)	Thermo Fisher Scientific	Cat# A-21202, RRID:AB_141607	IF(1:1000)
Antibody	Alexa Fluor 488 anti-Chicken IgY (Goat polyclonal)	Thermo Fisher Scientific	Cat# A32931, RRID:AB_2762843	IF(1:1000)
Antibody	Alexa Fluor 488 anti-Rat IgG (Goat polyclonal)	Thermo Fisher Scientific	Cat# A-11006, RRID:AB_2534074	IF(1:1000)
Software, algorithm	ZEN	ZEISS	RRID: SCR_013672	Version 2.3.69.1000, Blue edition
Software, algorithm	Fiji	Image J	RRID: SCR_003070	Version 1.52i

### Mouse husbandry and genetics

All mouse procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Chicago (Protocol No. 72463). The generation of *Hoxc8 ^floxed/floxed^* (Blackburn et al., 2009), *Olig2^Cre^* (Dessaud et al., 2007), *Mnx1-GFP* (Wichterle et al., 2002), *ChAT-IRES-Cre* (Rossi et al., 2011), and *Ai9* (Madisen et al., 2010) mice has been previously described. Mendelian ratios at weaning stage for *Hoxc8* MNΔ ^early^ and Hoxc8 MNΔ ^late^ animals are provided in Supplementary file 4.

### Fluorescence-activated cell sorting and RNA-Seq of brachial motor neurons

For the analysis shown in Figure 1, spinal cord segments C4-T1 of e12.5 *Mnx1-GFP* and p8 *Chat^IRESCre^::Ai9* animals were microdissected using the dorsal root ganglia as reference. For the analysis shown in Figure 3, segments C7-T2 were used. The spinal cord tissue was dissociated using papain and filtered (using 50 μm filters) for sorting. A GFP negative spinal cord was also included as a negative control for the FACS setup. DAPI staining was used to exclude dead cells from the sorting. FACS-sorted MNs were collected into Arcturus Picopure extraction buffer and immediately processed for RNA isolation. RNA was extracted from purified MNs, using the Arcturus Picopure RNA isolation kit (Arcturus, #KIT0204). For the RNA-Seq analysis on e12.5 *Mnx1-GFP* embryos, three biological replicates were used; five to six spinal cords were pooled per replicate. For the RNA-Seq analysis on p8 *Chat^IRESCre^::Ai9* animals, three biological replicates were used; three spinal cords were pooled per replicate. RNA quality and quantity were measured with an Agilent Picochip (Agilent 2100 Bioanalyzer). All samples had high quality scores between 9 and 10 RIN. After cDNA library preparation, RNA-Seq was performed using an Illumina HiSeq 4000 sequencer (50-nucleotide single-end reads, University of Chicago Genomics Core facility).

### RNA-Seq analysis

Raw sequence data were subjected to quality control using the FastQC algorithm (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Unique reads were aligned into the mouse genome (GRCm38/mm10) using the HISET2 alignment program Kim et al., 2015 followed by transcript counting with the featureCounts program (Liao et al., 2014). Differential gene expression analysis was performed with the DESeq2 program (Love et al., 2014). All analyses were performed using the open source, web-based Galaxy platform (https://usegalaxy.org). The heatmaps were generated using the Morpheus program developed by the Broad Institute (https://software.broadinstitute.org/morpheus). Gene hierarchical clustering was performed using a Pearson’s correlation calculation.

### RNA in situ hybridization

E12.5 embryos and p8 spinal cords were fixed in 4% paraformaldehyde for 1.5–2  hr and overnight, respectively, placed in 30% sucrose overnight (4 °C) and embedded in optimal cutting temperature compound. Cryosections were generated and processed for ISH or immunohistochemistry as previously described (Dasen et al., 2005; De Marco Garcia and Jessell, 2008).

### Fluorescent RNA ISH coupled with antibody staining

Cryosections were postfixed in 4% paraformaldehyde, washed in PBS, endogenous peroxidase was blocked with a 0.1% H_2_O_2_ solution and permeabilized in PBS/0.1% Triton-X100. Upon hybridization with DIG-labeled RNA probe overnight at 72°C and washes in SSC, the anti-DIG antibody conjugated with peroxidase (Roche) and primary antibody against Foxp1 (rabbit anti-Foxp1, Dr. Jeremy Dasen) were applied overnight (4 °C) to the sections. The next day, the sections were incubated with the secondary antibody (Alexa 488 donkey anti-rabbit IgG, Life Technologies, A21206), and detection of RNA was performed using a Cy3 Tyramide Amplification system (Perkin Elmer). Images were obtained with a high-power fluorescent microscope (Zeiss Imager V2) and analyzed with Fiji software (Schindelin et al., 2012).

### Immunohistochemistry

Fluorescence staining on cryosections was performed as previously described (Catela et al., 2016).

### Gene ontology analysis

Protein classification was performed using the Panther Classification System Version 15.0 (http://www.pantherdb.org). Embryonic (1381 out of 2904) and postnatal (1348 out of 2699) MN genes were categorized into protein classes using the algorithms built into Panther (Mi et al., 2013; Thomas et al., 2003).

### Rotarod performance test

Female mice were trained on an accelerating rotarod for 5 days. The experimenter was blind to the genotypes. For the *Hoxc8* MNΔ ^early^ analysis, seven control (*Hoxc8^fl/fl^*) and seven (*Olig2^Cre^::Hoxc8^fl/fl^*) mice were used at the age of 4–5 months. For the *Hoxc8* MNΔ ^late^ analysis, 8 control (*Hoxc8^fl/fl^*) and 10 (*Chat^IRESCre^::Hoxc8^fl/fl^*) mice were used at the age of 2–5 months. A computer-controlled rotarod apparatus (Rotamex-5, Columbus Instruments, Columbus, OH, USA) with a rat rod (7-cm diameter) was set to accelerate from 4 to 40 revolutions per minute (rpm) over 300 s, and recorded time to fall. Mice received five consecutive trials per session, one session per day (about 60 s between trials).

### Forelimb grip strength test

The forelimb strength of female mice was measured using a grip strength meter from Bioseb (model BIO-GS3). For the *Hoxc8* MNΔ ^early^ analysis, seven control (*Hoxc8^fl/fl^*) and seven (*Olig2^Cre^::Hoxc8^fl/fl^*) mice were used at the age of 4–5 months. For the *Hoxc8* MNΔ ^late^ analysis, 8 control (*Hoxc8^fl/fl^*) and 10 (*Chat^IRESCre^::Hoxc8^fl/fl^*) mice were used at the age of 2–5 months. We followed the manufacturer’s protocol. In brief, the meter was positioned horizontally on a heavy metal shelf (provided by the manufacturer), assembled with a grip grid. Mice were held by the tail and lowered toward the apparatus. The mice were allowed to grasp the metal grid only with their forelimbs and were then pulled backward in the horizontal plane. The maximum force of grip was measured, and we used the average of six measurements for analysis. Force was measured in Newton and Grams. The experimenter was blind to the genotypes.

### Treadmill test

The treadmill test was conducted on female mice by using the DigiGait system (MouseSpecifics, Inc), which is equipped with a motorized transparent treadmill belt and a high-speed digital camera that provides images of the ventral side of the mouse (Figure 6—videos 1–4). For the *Hoxc8* MNΔ ^early^ analysis, seven control (*Hoxc8^fl/fl^*) and seven (*Olig2^Cre^::Hoxc8^fl/fl fl^*) mice at the age of 4–5 months were placed onto the walking compartment. The treadmill was turned on at a speed of 15 cm/s. For the *Hoxc8* MNΔ ^late^ analysis, 8 control (*Hoxc8^fl/fl^*) and 10 (*Chat^IRESCre^::Hoxc8^fl/fl^*) mice at the age of 2–5 months were placed onto the walking compartment. The treadmill test was conducted at two different speeds (15 cm/s and 25 cm/s). The 30-s long videos were obtained for each mouse. Videos were analyzed and data were binned into four categories based on the duration of each mouse’s stay on the treadmill (category 1: <5 s; category 2: 5–10 s; category 3: 10–15 s; category 4: >20 s).

### Statistical analysis

For data quantification, graphs show values expressed as mean ± SEM. With the exception of the rotarod and treadmill experiments, all other statistical analyses were performed using the unpaired *t*-test (two-tailed). Differences with p<0.05 were considered significant. For the rotarod performance test, two-way ANOVA was performed (Prism Software). For the treadmill experiment, we used Fisher’s exact test.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE174709. All data generated or analyzed in this study are included in the manuscript and supporting files. The following dataset was generated: CatelaC KratsiosP 2021New roles for Hoxc8 in the establishment and maintenance of motor neuron identityNCBI Gene Expression OmnibusGSE174709 The following previously published dataset was used: MahonyS 2020Diversification of posterior Hox patterning by graded ability to engage inaccessible chromatinNCBI Gene Expression OmnibusGSE142379

How the deposited data were processed for this re-analysis (not part of the article)

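RNA of MNs sorted from mouse cord was measured by RNA-Seq in 18 samples: 6 control and 3 Hoxc8 MNΔearly brachial samples at e12.5, and 3 brachial, 3 thoracic and 3 lumbar samples at p8. Samples were grouped by stage, region and genotype as their labels give them. The methods name 3 replicates at e12.5 for the stage comparison, and the labels do not say which of the 6 control samples belong to which experiment.

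The authors aligned unique reads to GRCm38 with the program the methods print as HISET2, counted them with featureCounts and compared groups with DESeq2 on Galaxy, without naming versions, an annotation release or a filter on low counts. They deposited 5 tables, of e12 over p8, control over mutant, and each region over the other two, per gene or, for the mutants, per transcript. The base mean in the authors' tables is the signal of a gene, the mean over all samples of its read counts divided by the size factors. The log2 fold changes and their standard errors come from the authors' model as deposited. The Wald score was made by the authors as the log2 fold change over its standard error. Each p-value was deposited by the authors from the 2-sided Wald test, with an adjusted one beside it. No table holds a value per sample, so the depth per sample is not known, and no model of the samples could be refitted.

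From these tables p-values were adjusted by Benjamini-Hochberg over all genes or transcripts with a p-value. Between the stages, the genes of a whole table were counted at an adjusted p under 0.05 and a fold over 4, and single genes and list members were called at an adjusted p under 0.05 alone. Regional differences were called at an adjusted p under 0.05 and mutant differences at a p under 0.05, as in the paper, with the adjusted counts beside them. Intervals of 95% were computed from the standard errors with the normal distribution. Levels per stage were solved from the base mean and the fold change with weights of 6 and 3 samples, and levels per region by least squares from the 3 regional tables. A sum of levels over all genes served for shares of a list, and this sum was 15398259 at e12 and 36210981 at p8.

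Gene symbols and positions were taken from the GRCm38.p6 annotation. A symbol was found for 93.0% of genes in the stage and regional tables and 99.2% of transcripts in the mutant table. Gene lists (45) were tested with cameraPR of limma 3.58.1 on the Wald statistic, 2-sided, with an inter-gene correlation of 0.01, over genes with a base mean of at least 10, using the transcript with the highest base mean of each gene, and adjusted by Benjamini-Hochberg within a table. A further 3 lists were written after leading genes of the brachial comparison had been seen. List medians were also compared with 10000 random lists matched in 20 bins of base mean. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3 were used.

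Genes are named in the text by a fixed rule: every gene the study names for the comparison, all Hox genes with a base mean of at least 10, the 8 genes with the smallest p in each direction past the threshold, and up to 4 members of each list with the highest base mean. Values in the paper's Supplementary files 1 and 3 had been seen when the rule was written. Some genes that the rule names are not reported here.

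The steps were tested on simulated data. Of genes given a log2 fold change of 2 or 4 with the standard errors of the stage comparison, 65.7% and 95.5% were called, and in the brachial comparison 32.8% and 74.2%. At the standard errors of the mutant comparison, 4.48%, 35.8% and 97.0% of genes with a log2 fold change of 0.1, 0.2 and 0.4 were called after adjustment. These percentages are for fold changes on the scale of the deposited table. If a prior drew those toward 0, they do not hold for true changes of that size. Of the calls, 6.45%, 5.21% and 4.05% were genes left unchanged, and at a log2 fold change of 1 no gene was called in the brachial comparison. A list shifted by 1.5 units of the Wald statistic was called in 20, 20 and 19 of 20 draws, and unshifted lists were called 3 times in 860, 1 in 840 and 0 in 760 tests. In the deposited stage table the Wald statistic had an SD of 5.19 at a base mean of at least 10. Whether a shift of 1.5 would be called against that spread is not shown. The correlation between genes of these samples is not known, so neither are these rates for the lists tested.

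Alternatives were another adjustment, filters on the base mean, other fold thresholds, fold changes re-centred on the median of all genes, another inter-gene correlation, ranks in place of the Wald statistic, and 3 in place of 6 samples at e12.5. Leaving out replicates, a replicate block and other splits of the samples were left out, since the tables hold no values per sample. In situ hybridization, immunostaining, behaviour and chromatin data of the paper were not analysed here.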

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

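The tests of MN maturation, of a fall of transcription factors within MNs and of fewer non-neuronal cells of every kind were chosen after the results were seen. The neutrophil list was written after leading genes of the brachial comparison were seen. The paper studies the MN transcription factors, the mural gene Heyl and cholinergic genes, and it stains the astrocyte marker GFAP. The oligodendrocyte, mural and regional results otherwise lie in genes that the paper does not discuss.

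Oligodendrocyte genes were higher in p8 than in e12 samples (adjusted p = 1.91e-36), up to Mbp with 13236869 normalized counts at p8. RNA of glia in the sorted p8 samples may contribute, since astrocyte and microglia genes were higher at p8 as well, while mature neuron genes, which maturing neurons would raise, had a median log2 fold change of 2.73 in favour of e12. The sort for tdTomato and the DAPI gate would remove intact unlabelled cells, and in the paper GFAP did not overlap with tdTomato (Figure 1—figure supplement 1). The tables argue against maturation of the MNs alone, without RNA of other cells. Mature neuron genes would then rise toward p8, but 10 of 15 were called higher at e12 and 1 higher at p8. As a list they were higher at e12 by cameraPR (adjusted p = 1.82e-04), with 13 of 15 log2 fold changes in favour of e12. Maturation that adds to the RNA of glia cannot be told apart from it, because genes of mature MNs had a median of 1.47 (adjusted p = 0.106) and went both ways, Nefh rising and Nefm falling toward p8.

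The 14 MN transcription factors of the study had a median log2 fold change of 7.13 in favour of e12. A lower share of MN RNA at p8 may contribute, since the cholinergic genes, which MNs use at both stages, had a median of 2.42 in favour of e12. That list was not called by cameraPR (adjusted p = 0.136), 2 of its 5 genes were not called, and Slc5a7 has a log2 fold change of -0.55 in the authors' deposited table. A fall of the factors within MNs cannot be told apart from this: the medians of the factors and the cholinergic genes differ by 4.71, but the study chose the factors from the e12 dataset of these samples. Cholinergic genes that rise as MNs mature would also give this difference. RNA of other neurons in the e12 samples was not weighed for these factors.

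Mural genes were lower in MNs sorted from Hoxc8 MNΔearly embryos (adjusted p = 1.07e-13). This is not independent evidence, since Supplementary file 3 had been seen when the list was written. Outside Supplementary file 3, 9 endothelial and mural genes had a base mean of at least 10. Their median log2 fold change of control over mutant was 0.0460, with 9 of 9 positive. Of all members with reads, 1 of 12 mural and 1 of 7 endothelial genes had a negative one. Fewer vascular cells in the mutant samples may contribute to these values. Fewer non-neuronal cells of every kind cannot be told apart from this: 40 genes of other non-neuronal lists had a median Wald statistic of 0.175, but many of them mark glia that are hardly mature at e12.5 or have few reads, and the vascular genes they are set against include those that lead the pattern. Heyl, a factor of the study, and Notch3 are also in the Notch list, and the Mnx1-GFP sort would remove unlabelled vascular cells. A response of vessels to the loss of Hoxc8 stays open, as it was not tested.

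Of the regional lists, 4 were flagged and no explanation was weighed for them. The neutrophil list had the smallest adjusted p in brachial samples. Among lists written before the data were examined, the fibroblast list had the smallest in thoracic samples and the Schwann cell list in lumbar samples. The later neutrophil list had smaller ones there by cameraPR (adjusted p = 8.22e-11 thoracic and 2.74e-12 lumbar). In brachial samples the interferon list (adjusted p = 8.42e-08 by cameraPR) was stronger than the cell cycle list. Cell cycle genes were higher in brachial samples as a list (median log2 fold change 1.84, adjusted p = 3.73e-04). Of 17 genes, 0 were called, 2 were when adjusted over the list alone, and 4 have no p-value. Mki67 had 677 brachial, 197 thoracic and 135 lumbar normalized counts, with a Wald p = 0.073 in the authors' brachial table. Fibroblast genes were lower in thoracic samples (median -2.13, adjusted p = 1.53e-10), with Col3a1 at 4826 brachial, 1936 thoracic and 11844 lumbar. Schwann cell genes were higher in lumbar samples (median 2.27, adjusted p = 6.61e-09). Neutrophil genes were higher in brachial samples (median 6.32, adjusted p = 5.98e-32), and 11 of these 12 genes have no p-value in the authors' table.

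DESeq2 by default withholds the p-value of a gene with an extreme count in a single sample. Of the Schwann cell genes in the lumbar comparison, 5 of 7 have none either. Without values per sample it is not known whether a single sample carries the neutrophil or the Schwann cell result, so neither adjusted p shows a difference shared by the replicates of a region.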

How the results depend on the processing

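No paired analysis was possible because the deposited tables hold no values per sample. For the same reason leave-one-out settings and other splits of the samples could not be run, and whether a single sample carries a result is not known.

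Counts of genes kept their size within 1.5-fold under most settings. A Wald test against a fold of 4, which is stricter by construction, left 1425 genes higher at e12 and 1199 higher at p8, and without a fold threshold 4315 were higher at p8. Other settings gave 2679 to 4663 genes higher at e12 and 2601 to 2867 higher at p8. A fold over 4 alone, over genes to which the authors gave an adjusted p, was chosen after seeing the data, and e12 higher genes then numbered 3707 and p8 higher genes 3200.

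In Hoxc8 mutants, adjustment by Benjamini-Hochberg left 2 of 89 lower and 5 of 82 higher transcripts, since it asks for smaller p-values. Re-centred fold changes gave 71 lower and 116 higher transcripts, so the larger of the 2 counts changes sides. A base mean of at least 10 gave 84 and 77, of at least 100 gave 62 and 58, and counting each gene once gave 88 and 73.

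For the regions, an unadjusted p, which is more lenient, gave 602 higher and 600 lower genes in brachial, 90 and 174 in thoracic, and 208 and 318 in lumbar samples. The 15 genes lower in brachial samples became 24 with the authors' own adjusted p, 26 with a base mean of at least 10 and 23 with re-centred fold changes; the cause was not tested. Genes higher in brachial samples numbered 31 to 42 under the settings other than the unadjusted p.

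With an inter-gene correlation of 0.05, the lists lower in mutants fell from 12 to 7 and those higher from 2 to 1, the lists higher and lower in brachial samples from 4 to 2 and from 8 to 3, and those higher in thoracic samples from 5 to 3, since the test is then stricter. Against random lists, 7 lists were lower in mutants, 13 were lower in brachial, 9 higher in thoracic and 11 lower in thoracic samples. Ranks gave 1 list higher in mutants and 10 higher in thoracic samples, and no filter on the base mean gave 1 list higher in mutants; the cause was not tested. The lists higher at e12 (19 to 22) and at p8 (10 to 15) and those of the lumbar comparison stayed within 1.5-fold of their number under every setting.

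Single lists were compared 1040 times. The correlation of 0.05 ended 23 calls, ranks ended 6 and added 18, a base mean of at least 100 ended 7 and added 9, no filter ended 5 and added 6, and re-centring added 1. No result that was called changed its direction, and 64 times a list or gene called in neither setting changed its sign. Named genes were compared 2690 times at an adjusted p under 0.05, also in mutants, and 3 changed their call, all between the stages. Atp5b was called under each of the 3 settings, Gria2 with a base mean of at least 10, and Cs was no longer called with re-centred fold changes. The 30 sign changes among named genes came with re-centred fold changes, and none of these genes was called. With 3 samples at e12.5 in place of 6, 42 of 118 levels moved, both levels of a gene by 1 common factor, so that its fold change is the same. Levels per region taken from each table alone had an interval that held the solved level in 96 of 96 cases, though the brachial level of Hoxd9 rose from 0.738 to 3.33.

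Depth per sample is not known. In the mutant table no log2 fold change lies outside -0.42 to 0.38, and the median standard error at a base mean of at least 100 was 0.0762, against 0.492 in the stage and 0.652 in the brachial comparison.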

Differences from the paper's values

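For Hoxa10 at p8, the paper shows normalized counts of about 2 in brachial and about 14 in thoracic MNs (Figure 6—figure supplement 2C, read by eye), and the levels solved from the tables were 4.47 and 24.7. For Hoxc10 it shows about 0 in brachial and about 1.5 in thoracic MNs (Figure 6—figure supplement 2C, read by eye), and the levels were 1.83 and 8.48. The alternative set before the data were examined, taking each level from its own table, also differs for all 4 values (5.31, 25.6, 3.39 and 10.0). Both settings use the deposited fold changes, which are drawn toward 0 for genes with few reads. The alternative therefore cannot test whether this brought the levels of the regions closer together. The paper states that its graphs show the SEM. Lumbar levels of both genes, and all levels of Hoxc5, Hoxc8 and Hoxc9, lie within the paper's error or within 1.5-fold of its value.

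The paper counts 3715 transcripts higher at e12 and 3209 higher at p8, and at its thresholds of a fold over 4 and a p under 0.05, without adjustment, 3395 and 2856 were found. With an adjusted p under 0.05 the counts were 3247 and 2780. With a fold over 4 alone, e12 higher genes numbered 3707 and p8 higher genes 3200, a setting chosen after seeing the values, which drops 2 and 7 of the 1999 genes read from each part of Supplementary file 1. In that file, 190 of the 1999 genes read for p8 have a p of 0.05 or more. For Hoxc8 mutants the paper counts 84 lower and 55 higher transcripts, and 89 and 82 were found at its threshold. Of the alternatives set before the data were examined, a base mean of at least 10 gives 84 lower and 77 higher transcripts and a base mean of at least 100 gives 62 and 58, so neither gives both of the paper's counts. Supplementary file 3 shares 79 of 88 lower and 53 of 79 higher genes, and 16 of its lower and 1 of its higher genes were not called.

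The paper lists Ret, Gfra3 and Hoxc8 among the downregulated transcripts. The authors' deposited table gives p = 0.402, 0.0711 and 0.209 for them, all with a positive log2 fold change of control over mutant, and Hoxc8 has no entry in the part of Supplementary file 3 on lower transcripts. Of the 9 genes the paper selected from that list, Mcam has a p under 0.05 and the other 8 do not, although all 9 log2 fold changes of control over mutant are positive.

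Of the 15 transcription factors that the paper takes from the e12 dataset, 6 were called higher at e12, while Creb5 was called higher at p8 (interval -4.66 to -1.50). Of the 7 from the p8 dataset, 6 were higher at p8 and Tshz1 was higher at e12 (interval 2.02 to 3.34). Among the candidate terminal differentiation genes from the e12 dataset, 7 were higher at e12 and Cldn1 was higher at p8 (interval -5.33 to -1.57). Of the MN factors with known roles in the e12 dataset, 13 were higher at e12 and Runx1 at p8 (interval -7.20 to -3.31).

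The paper names Hoxd9 for thoracic MNs at p8, apart from the Hox genes it names for lumbar MNs. Its thoracic level of 14.2 normalized counts was above the brachial level of 0.738 (3.33 from the brachial table alone), and its lumbar level of 92.7 was higher still.

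Supplementary file 1 gives the symbol Slc18a3 to the gene with the identifier 320508, which the annotation names Cachd1 (interval 5.96 to 7.63). Slc18a3 has the identifier 20508, with an interval of 2.61 to 6.79.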

Other observations

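The lists of neutrophil, macrophage and lymphocyte genes were chosen after leading brachial genes were seen, and what the test of Hoxc8-dependent genes in brachial samples would show was written after its result was seen. Regions of the cord were compared at p8 for immune, cholinergic and Schwann cell genes as well as Hox genes. Interferon-induced and antigen presentation genes were higher in brachial samples (15 genes, median log2 fold change 2.22, adjusted p = 8.42e-08) and lower in thoracic and lumbar samples (adjusted p = 8.24e-05 and 1.12e-05). B2m, which encodes the light chain of class I histocompatibility molecules, had 5663 brachial, 1496 thoracic and 1059.9 lumbar normalized counts, and H2-D1 had 4774 brachial, 836 thoracic and 426 lumbar. Neither has a p-value in the authors' brachial table, nor do 7 of the 15 in all, so it is not known whether a single sample carries this difference. Irak3, Cfp and Cd52, genes of myeloid and lymphoid cells, had the smallest p among genes higher in brachial samples. Irak3 (chromosome 10 from 120141648 to 120202130) had 728 brachial, 41.4 thoracic and 19.6 lumbar (interval 3.55 to 6.84, adjusted p = 5.26e-06), and Cd52 had 3393 brachial, 211 thoracic and 146 lumbar (adjusted p = 0.00203). Pclo, which encodes the presynaptic protein piccolo, was lower in brachial samples with 46.3 brachial, 204 thoracic and 258 lumbar (interval -3.44 to -1.55, adjusted p = 0.00158), as was the ephrin receptor gene Epha5 with 14.7 brachial, 92.0 thoracic and 232 lumbar (adjusted p = 0.0277).

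Cholinergic genes were higher in thoracic samples (5 genes, median 1.59, adjusted p = 8.52e-06) and lower in lumbar samples (adjusted p = 0.0116) as a list. In both regions 0 of the 5 were called singly, also when adjusted over the list alone. The list of mature MN genes was not called in thoracic samples and leaned the other way (median -0.28, adjusted p = 0.0756 by cameraPR). Ache had 52.6 brachial, 175 thoracic and 45.5 lumbar normalized counts, Slc18a3 had 16.4 brachial, 46.7 thoracic and 7.51 lumbar and Slc5a7 had 154 brachial, 219 thoracic and 121 lumbar. Microglia genes were higher in thoracic (median 0.90, adjusted p = 0.00135) and lower in lumbar samples (adjusted p = 1.47e-05) and were not called in brachial samples (adjusted p = 0.512), although Csf1r had 7619.9 brachial, 7157 thoracic and 2695 lumbar. Hapln4, which encodes a link protein of perineuronal nets, was among the 2 genes called higher in thoracic samples (3.00 brachial, 56.7 thoracic and 5.10 lumbar, adjusted p = 0.0349). Ionotropic receptors were higher in thoracic samples as a list (adjusted p = 8.24e-05). Of the Schwann cell genes, 5 of 7 have no p-value in the lumbar comparison, and Prx had 161 brachial, 252 thoracic and 2722 lumbar and Pmp22 518 brachial, 821 thoracic and 4778 lumbar. Cldn19 (chromosome 4 from 119255441 to 119262438), which the paper studied in Hoxc8 mutants and which Schwann cells express, was the 1 gene called higher in lumbar samples, with 2.88 brachial, 21.4 thoracic and 240.3 lumbar (interval 3.04 to 6.58, adjusted p = 9.08e-04). Nell1 was lower in lumbar samples with 140.1 brachial, 189 thoracic and 18.1 lumbar (adjusted p = 4.57e-04). Ribosomal protein genes were higher in lumbar samples (76 genes, median 0.39, adjusted p = 1.22e-06), and Mbp made up 35.2% of the summed base means of all regions.

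Macrophage and monocyte genes were higher in brachial samples (median 2.10, adjusted p = 4.80e-05, 5 of 12 without a p-value), and the lymphocyte list was not called (adjusted p = 0.493). With an inter-gene correlation of 0.05, the brachial calls of the immediate early list (adjusted p = 0.0188, then 0.0985) and the homeodomain list (adjusted p = 3.73e-04, then 0.0518) were lost. So were those of the potassium channel list (adjusted p = 0.00295, then 0.0939) and the adhesion list (adjusted p = 0.00295, then 0.0939). The axon guidance list (adjusted p = 0.0183, then 0.201) and Hox genes of groups 4 to 8 (adjusted p = 0.0423, then 0.121) lost theirs too. The same held for the list of factors from the p8 dataset (adjusted p = 0.0423, then 0.0985).

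In MNs sorted from Hoxc8 MNΔearly embryos at e12.5, the cholinergic transporter genes showed intervals of -0.04 to 0.06 (Slc18a3) and -0.04 to 0.06 (Slc5a7) for the log2 fold change of control over mutant. In the authors' deposited table their p-values are 0.656 and 0.742. The narrow intervals do not show that these genes were unchanged.

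A hypothesis was that genes which fall without Hoxc8 at e12.5 are higher in brachial than in other MNs at p8. Tested in the brachial comparison with cameraPR of limma, the 81 genes lower in mutants had a p-value of 0.537 and the 68 genes higher in mutants one of 0.461, with both lists leaning toward the other regions. With the genes of Supplementary file 3 the p-values from limma were 0.676 and 0.401. A p above the threshold does not show that the genes did not differ between regions.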
